# The role of insulators and transcription in 3D chromatin organization of flies

**DOI:** 10.1101/gr.275809.121

**Published:** 2022-04

**Authors:** Keerthi T. Chathoth, Liudmila A. Mikheeva, Gilles Crevel, Jareth C. Wolfe, Ioni Hunter, Saskia Beckett-Doyle, Sue Cotterill, Hongsheng Dai, Andrew Harrison, Nicolae Radu Zabet

## Abstract

The DNA in many organisms, including humans, is shown to be organized in topologically associating domains (TADs). In *Drosophila*, several architectural proteins are enriched at TAD borders, but it is still unclear whether these proteins play a functional role in the formation and maintenance of TADs. Here, we show that depletion of BEAF-32, Cp190, Chro, and Dref leads to changes in TAD organization and chromatin loops. Their depletion predominantly affects TAD borders located in regions moderately enriched in repressive modifications and depleted in active ones, whereas TAD borders located in euchromatin are resilient to these knockdowns. Furthermore, transcriptomic data has revealed hundreds of genes displaying differential expression in these knockdowns and showed that the majority of differentially expressed genes are located within reorganized TADs. Our work identifies a novel and functional role for architectural proteins at TAD borders in *Drosophila* and a link between TAD reorganization and subsequent changes in gene expression.

Topologically associating domains (TADs) provide a fundamental unit for chromosome organization (Dixon et al. 2012; Sexton et al. 2012) and are widely conserved across species (Vietri Rudan et al. 2015) as well as during different developmental stages (Ghavi-Helm et al. 2014; Dixon et al. 2015), suggesting that they have a functional role. Furthermore, in *Drosophila* cells, changes in the 3D organization of DNA after heat stress have been found to correlate with transcriptional changes (Li et al. 2015). Recent evidence points to defective 3D architecture as a major contributor for diseases, developmental defects, and even aging (Chandra et al. 2015; Lupiáñez et al. 2015; Flavahan et al. 2016; Hnisz et al. 2016; Sun et al. 2018; Kraft et al. 2019; Akdemir et al. 2020). These results suggest that 3D organization of the DNA is important in gene regulation.

There has been significant progress in generating empirical data on chromatin organization in different organisms and tissues, but, despite this, the mechanisms that drive the formation of TAD borders remain unclear. Previous research has shown that TAD borders are enriched in housekeeping genes (Li et al. 2015), developmental enhancers (Cubeñs-Potts et al. 2017), and boundaries of highly conserved genomic regulatory blocks (Harmston et al. 2017). In addition, architectural proteins and insulators are enriched at TAD borders (Van Bortle et al. 2014; Stadler et al. 2017). Two different mechanisms were proposed to be responsible for TAD formation: (1) compartment domains, which are formed by interactions among sequences that contain active or inactive histone modifications; and (2) loop domains that are flanked by CTCF binding sites and are formed by a cohesion-driven loop extrusion mechanism (Rao et al. 2014; Mirny et al. 2019; de Wit 2020). The latter displays a strong loop localized at the top of the TAD, whereas the former lacks this chromatin loop. In mammalian systems, CTCF and cohesin are the main architectural components that are located at TAD borders, and their depletion has been shown to disrupt TADs (Zuin et al. 2014; Nora et al. 2017; Schwarzer et al. 2017). In contrast, in *Drosophila*, several insulator proteins occupy TAD borders, such as CTCF, BEAF-32, Chro, and Cp190 (Van Bortle et al. 2014; El-Sharnouby et al. 2017; Ramírez et al. 2018; Chathoth and Zabet 2019; Matthews and White 2019), but the majority of TADs lack the chromatin loop at the top of the TAD, suggesting a prevalence of the compartment domains (Matthews and White 2019; Rowley et al. 2019). In particular, previous research has identified strong enrichment of BEAF-32 at TAD borders in *Drosophila* (Van Bortle et al. 2014; Ramírez et al. 2018; Wang et al. 2018; Chathoth and Zabet 2019), but this was more pronounced in cell lines derived from the embryo (Kc167 derived from dorsal closure stage and S2 derived from late embryonic stage) or whole embryos. Nevertheless, there are negligible changes in 3D chromatin organization following *BEAF-32* RNAi knockdown in Kc167 cells (Ramírez et al. 2018) despite the strong enrichment of BEAF-32 at TAD borders. Kc167 cells display saturating levels of BEAF-32 at TAD borders, suggesting that, upon RNAi knockdown, there is potentially still sufficient protein present in the cell to maintain TAD borders (Martin and Zabet 2020). Furthermore, BEAF-32 displays a similar binding motif as another architectural protein in *Drosophila* called Dref (Hirose et al. 1996; Mathelier et al. 2014). When BEAF-32 is depleted, one possibility is that Dref replaces it at TAD borders, and this could explain the lack of changes in 3D organization observed in Kc167 cells.

Two additional proteins, Cp190 and Chro, are enriched at TAD borders (Cubeñs-Potts et al. 2017; El-Sharnouby et al. 2017; Wang et al. 2018). These proteins cannot bind independently to DNA but are recruited mainly by BEAF-32 (Vogelmann et al. 2014), with up to 91% of TAD borders in a *Drosophila* cell line (S2) displaying the presence of BEAF-32 together with either Cp190 or Chro (Wang et al. 2018). Like BEAF-32, the role of Cp190 and Chro at TAD borders is currently unclear.

Recently, the role of TADs in gene regulation has been challenged (Ghavi-Helm et al. 2019; Williamson et al. 2019; Ing-Simmons et al. 2021). In one example, it was shown that changes in TAD borders and changes in transcription are not coupled when investigating a *Drosophila* balancer chromosome containing chromosome rearrangements (Ghavi-Helm et al. 2019). However, the balancer chromosomes display a very small number of rearrangements that result in changes at only a few TAD borders. It is less likely that effects on gene expression will be observed when sampling only a few rearrangements, and one possibility is that more and stronger changes in TADs (e.g., more TAD borders are lost) would allow the observation of changes in gene expression that correlate with reorganizations of TADs.

Here, we depleted BEAF-32 in BG3 cells (derived from the larval central nervous system) using RNAi knockdown and measured the changes in 3D chromatin organization at sub-kilobase resolution together with changes in transcription to dissect the mechanism at TAD borders and evaluate the functional role of TADs. In BG3 cells, BEAF-32 has reduced levels at TAD borders (Chathoth and Zabet 2019), which raises the question of whether a strong depletion combined with the low levels of BEAF-32 is sufficient to affect the borders of the TADs. We also performed double knockdowns of *Cp190/Chro* and *BEAF-32/Dref* using RNAi to disentangle the interactions between different architectural proteins at TAD borders.

## Results

### BEAF-32, Cp190, and Chro have functional roles at TAD borders in BG3 cells

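In situ Hi-C, in which DNA ends that lie close together in the nucleus are ligated and sequenced as pairs, was done on 2 replicates each of BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi cells. BG3 cells come from the larval central nervous system. The paper's Table S1 gives 32240219 and 41458552 read pairs used in BEAF-32 RNAi, 65278295 and 45830412 in Cp190 RNAi Chro RNAi, and 37738037 and 18645676 in BEAF-32 RNAi Dref RNAi, so the sums differ between knockdowns (73698771, 111108707 and 56383713). The authors aligned each read end to dm6 with BWA, built contact matrices on DpnII fragments, merged the replicates and called TADs with HiCExplorer, once with looser and once with stricter settings for strong TADs. They called loops with HiCCUPS from Juicer at a bin size of 2 kb. The files used here hold the start, end and separation score of each TAD, and the anchors, observed contacts and FDR values of each loop. There is 1 TAD list, 1 strong TAD list and 1 loop list per knockdown, so numbers and sizes carry no replicate error and were not tested between knockdowns. TADs and loops of WT cells were not used here. Coordinates are in dm6 and counted from 1. Of the 6137 borders of the 3 lists, 94.3% lie within 4 bp of the midpoint between neighbouring GATC sites, the DpnII motif, against 2.5% of 10000 random positions. A border counts as shared when a border of the other list lies within 2 kb, and chance was estimated by sliding the borders along each chromosome 1000 times.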

We performed single knockdown of *BEAF-32* and combinatorial knockdown of *Cp190* and *Chro* in BG3 cells followed by in situ Hi-C (Supplemental Fig. S1; Supplemental Tables S1, S2). The knockdowns lead to specific and strong reduction in both the mRNA levels and protein levels and do not affect the cell cycle (the efficiency of knockdown achieved here is similar to the ones reported by other studies in *Drosophila* cells [Supplemental Fig. S1; Schwartz et al. 2012; Ramírez et al. 2018; Zenk et al. 2021]). High-resolution contact maps were generated for both knockdowns. The biological replicates displayed high similarities and were merged for the downstream analysis (Supplemental Fig. S2A). BG3 *BEAF-32*^RNAi^ resulted in loss of long-range interactions and showed an increase in short-range interactions (Supplemental Fig. S2A–C). Likewise, BG3 *Cp190*^RNAi^ *Chro*^RNAi^ also exhibited reduced long-range interactions and increased short-range interactions, but the loss of long-range interactions was less pronounced compared to BG3 *BEAF-32*^RNAi^ (Supplemental Fig. S2A–C).

Several papers have proposed that BEAF-32, Cp190, and Chro control the borders of TADs (Van Bortle et al. 2014; Ramírez et al. 2018; Wang et al. 2018). 

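The TAD lists of BEAF-32 RNAi and Cp190 RNAi Chro RNAi hold 2550 and 2156 TADs. Median TAD sizes are 39.1 kb in BEAF-32 RNAi (quartiles 25.6 and 63.6 kb) and 44.8 kb in Cp190 RNAi Chro RNAi (quartiles 29.7 and 76.0 kb). Strong TADs are fewer and longer, with 1129 of a median 66.1 kb in BEAF-32 RNAi and 862 of a median 86.9 kb in Cp190 RNAi Chro RNAi. The gene of Dref, a transcription factor, lies on 2L from 9964147 to 9967229 in a TAD from 9887425 to 9967487 in both lists. Chro, whose product is a chromodomain protein of interbands, lies on 3L from 22873702 to 22878984 in a TAD of 46.5 kb that starts at 22863355 and ends at 22909809 in both. The TADs at BEAF-32 differ in size between the lists, at 102 kb in BEAF-32 RNAi and 33.5 kb in Cp190 RNAi Chro RNAi, and those at Cp190 are 24.2 and 23.1 kb long. Of the 2557 borders in BEAF-32 RNAi, 1516 (59.3%) lie within 2 kb of a border in Cp190 RNAi Chro RNAi, where shifted borders gave a mean of 6.41% and at most 18.0%. Read from the other list, 70.1% of the 2163 borders in Cp190 RNAi Chro RNAi lie within 2 kb of one in BEAF-32 RNAi, with a shifted mean of 7.54% and a highest value of 19.6%. The share depends on which borders are compared, and is 51.2% of BEAF-32 RNAi and 67.0% of Cp190 RNAi Chro RNAi borders for strong borders alone.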

Here, we used HiCExplorer (Ramírez et al. 2018) and identified between 2000 and 2600 TADs at DpnII resolution (∼529 bp) (see Supplemental Table S2; Methods), which is consistent with other studies (Cubeñs-Potts et al. 2017; Ramírez et al. 2018; Chathoth and Zabet 2019). TAD borders were classified into weak and strong borders depending on whether they can be detected with increasing stringency of the TAD-calling algorithm, with strong borders being detected even with the more stringent parameters (see Fig. 1A; Methods). To investigate the robustness of these TAD borders to differences in the size of Hi-C libraries, we down-sampled all Hi-C libraries by 20% and repeated the analysis (see Supplemental Fig. S3A; Chathoth and Zabet 2019). Of the 989 strong TAD borders in WT cells, 706 are robust, meaning they are recovered in both full and down-sampled data sets (Supplemental Fig. S3A).

**Figure 1.**
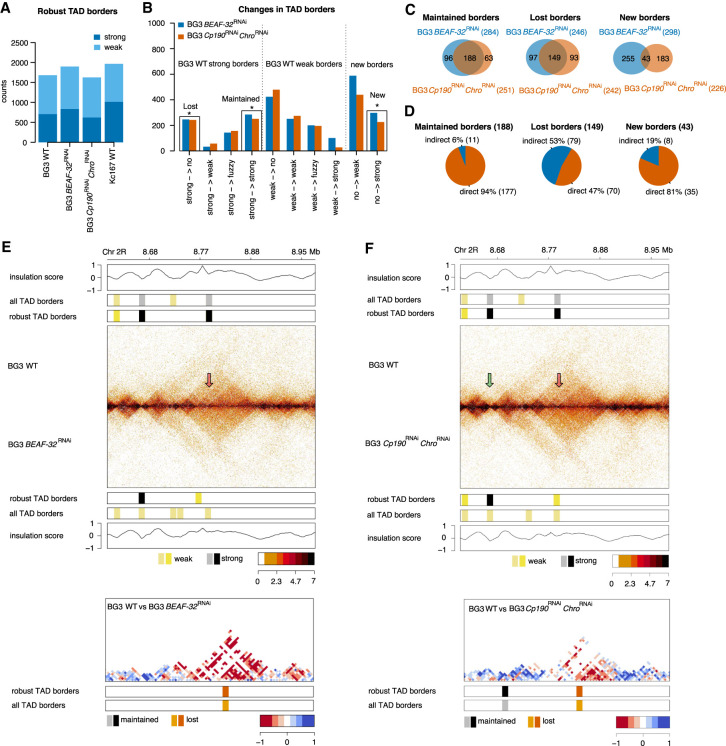
Functional roles of BEAF-32, Cp190, and Chro in TAD organization of BG3 cells. (*A*) Number of robust TAD borders in BG3 cells (WT, *BEAF-32* knockdown, and *Cp190 Chro* double knockdown) (see Supplemental Fig. S3A). We also included the number of TAD borders in Kc167 cells. We split each class of TAD border into two subgroups: strong borders and weak borders, depending on whether the TAD borders can still be detected when increasing the stringency of the TAD-calling algorithm. (*B*) Classification of TAD borders as described in the main text: lost (borders that are strong in WT and completely disappear in the knockdown); maintained (borders that are strong in WT and are maintained strong in the knockdown); and new (borders that appear strong in the knockdown). (*C*) Overlap of lost, maintained, and new borders in the two knockdowns. (*D*) Number and percentage of maintained, lost, and new borders that have direct binding of BEAF-32, Cp190, and/or Chro (see Supplemental Fig. S4A). We considered common borders between the two knockdowns (*BEAF-32* single knockdown and Cp190 and Chro double knockdown). (*E*,*F*) Examples of a genomic region at DpnII restriction size resolution for: (*E*) *BEAF-32*; and (*F*) *Cp190* and/or *Chro* knockdowns. Darker colors indicate more contacts retrieved by in situ Hi-C. Green arrow indicates maintained borders and red arrows lost borders. From *top* to *bottom*, we plot the insulation score, TAD borders in the full data set (gray are strong and yellow are weak), TAD borders recovered both in the full and down-sampled data set (black are strong and yellow are weak), and contact map in WT cells. We also plot a mirror plot in the knockdowns (*BEAF-32* knockdown or *Cp190 Chro* double knockdown) and log_2_fold change between WT and knockdown. To compute the log_2_FC, we followed the steps and parameters recommended in the diffHiC package (Lun and Smyth 2015). Briefly, we considered individual replicates and used the edgeR package (Robinson et al. 2010) to compute the log_2_FC in 5-kb bins.

Compared to WT BG3 cells, out of all strong borders (706), 188 borders were maintained and 149 were lost in both knockdowns (BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^), with the rest of the strong borders in WT cells either not displaying the same trend in both knockdowns, moving only within 2 kb (fuzzy) or only moderately weakening (see Fig. 1B,C; Methods). Supplemental Figure S3B and C confirms that difference in insulation between maintained and lost borders increases in both knockdowns.

In both knockdowns. approximately 150 strong borders and 200 weak borders changed their position within 2 kb and we called them fuzzy borders. Twenty-five percent of the fuzzy strong borders are common between the two knockdowns (BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^), which is significantly lower compared to maintained borders (66%; Fisher's exact test *P*-value = 8.7 × 10^−6^). Nevertheless, these common fuzzy borders display a similar number of BEAF-32 binding sites as maintained borders, which is higher than at lost borders (Supplemental Fig. S4I). Furthermore, the majority of common fuzzy borders display binding of BEAF-32, Cp190, and/or Chro and thus are direct borders (Supplemental Fig. S4J). In addition, approximately one-quarter of 975 weak borders from BG3 WT cells were maintained as weak borders in the two knockdowns, but only a negligible number of borders converted from strong to weak or vice versa (Fig. 1B).

Next, in order to distinguish between direct and indirect effects, we evaluated how many of the maintained and lost robust borders have BEAF-32, Chro, or Cp190 ChIP peaks (Riddle et al. 2011; Schwartz et al. 2012) in their vicinity in WT cells. Figure 1D shows that the majority of maintained TAD borders (94%) are direct targets of the three proteins, but only half of the lost TAD borders (47%) are direct targets (also see Supplemental Fig. S4A). To further confirm that the direct maintained and direct lost TAD borders are indeed controlled by the three architectural proteins, we analyzed ChIP data in two RNAi knockdowns in BG3 cells (*BEAF-32* and *Cp190* single knockdowns) (Schwartz et al. 2012) and found that the majority of maintained TAD borders (70%) retain BEAF-32 or Cp190 upon knockdown, whereas most of the lost borders (70%) lose binding of these architectural proteins after knockdown (Supplemental Fig. S4B,C).

Some regions displayed high conservation of the TAD structure organization, whereas others showed reorganization (Fig. 1E,F). We observed that a loss of a TAD border could result in either movement of the TAD borders or aggregation of two TADs (Fig. 1F). We also found new border formation in both knockdowns, ranging from 400 to 600 weak borders and 200 to 300 strong borders. The majority of these new borders moved more than 2 kb in the knockdowns compared to WT (Supplemental Fig. S5). A small proportion of the new TAD borders result in splitting the original TAD in two separate TADs (Supplemental Fig. S5). Out of all the new borders, only 43 were common between both knockdowns (Fig. 1C). This may be explained by the fact that Chro and Cp190 are able to bind chromatin independent of BEAF-32 (Schwartz et al. 2012). Most of these new borders have BEAF-32, Chro, or Cp190 ChIP peaks in their vicinity and retain BEAF-32 or Cp190 upon knockdown (Fig. 1D; Supplemental Fig. S4A–C). Note that whereas the RNAi is efficient, it does not lead to complete removal of the architectural proteins (see Supplemental Fig. S1D). To identify the roles of BEAF-32, Cp190, and Chro at TAD borders, we focused on two groups: (1) maintained borders (robust TAD borders that are strong in WT cells and are maintained strong in both knockdowns); and (2) lost borders (robust TAD borders that are strong in WT cells and are lost in the two knockdowns).

Lost borders display fewer BEAF-32 binding sites than maintained and new borders, whereas new borders also show a higher number of Dref binding sites compared to lost borders (Supplemental Fig. S4I). This suggests that a strong but partial depletion of the architectural proteins will first affect the binding at the lost borders. Furthermore, due to the higher number of BEAF-32 and Dref binding sites at new borders compared to lost border, the binding of the architectural proteins (BEAF-32 and Dref) will be maintained at new borders, and thus, lost borders would relocate to the nearby new BEAF-32/Dref-bound regions (Supplemental Fig. S5).

### Combined *Dref* and *BEAF*-*32* knockdown shows an enhanced effect on TAD border distribution

Dref is a DNA-binding protein that shares a similar binding motif with BEAF-32, meaning that upon depletion of BEAF-32, Dref could potentially replace it at TAD borders. To investigate this, we performed a combinatorial knockdown of *BEAF-32* and *Dref* (Supplemental Fig. S1) followed by in situ Hi-C (Supplemental Tables S1, S2). Again, the combinatorial knockdown resulted in specific and efficient depletion at both mRNA and protein levels and does not affect the cell cycle (Supplemental Fig. S1). In the *BEAF-32 Dref* double knockdown (BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^), we noticed a more pronounced effect in the reorganization of the 3D interaction compared to WT than for BG3 *BEAF-32*^RNAi^ or BG3 *Cp190*^RNAi^ *Chro*^RNAi^ knockdowns compared to WT (Supplemental Fig. S2A–E). In particular, BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ displayed significantly fewer robust TAD borders (982), of which only one-third are strong (292) (Supplemental Fig. S3A), with the majority of the TAD borders being lost (Fig. 2A,D). 

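The TAD list of BEAF-32 RNAi Dref RNAi holds 1410 TADs and 1417 borders. Its TADs are longer than those of the other lists, with a median of 61.3 kb (quartiles 35.7 and 121 kb), and its 434 strong TADs have a median of 155 kb and 441 borders. The Dref gene lies in the same 80.1 kb TAD as in BEAF-32 RNAi and Cp190 RNAi Chro RNAi, and the TAD at Chro is 44.7 kb long and ends at 22908023 on 3L. BEAF-32 lies in a TAD of 139 kb on 2R and Cp190 in one of 45.1 kb on 3R. Of the borders in BEAF-32 RNAi Dref RNAi, 58.7% lie within 2 kb of a border in BEAF-32 RNAi and 59.7% within 2 kb of one in Cp190 RNAi Chro RNAi, where shifted borders reached at most 11.6% and 8.75%. Both other lists share 701 of them (49.5%) and neither shares 440 (31.1%). In the other direction the shares are lower, with 832 of the BEAF-32 RNAi borders (32.5%, shifted mean 4.2% and highest 11.1%) and 846 of the Cp190 RNAi Chro RNAi borders (39.1%, shifted mean 4.2% and highest 10.8%) found in BEAF-32 RNAi Dref RNAi. Of the strong borders, 203 are shared between BEAF-32 RNAi and BEAF-32 RNAi Dref RNAi and 234 between Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi. This library pair also has the fewest read pairs, and the lists as deposited are not matched for depth. Cp190 RNAi Chro RNAi has more read pairs than BEAF-32 RNAi (111108707 against 73698771) but fewer borders (2163 against 2557). In the paper's supplement, BEAF-32 RNAi down-sampled to slightly above the depth of BEAF-32 RNAi Dref RNAi still has more borders and strong borders. These values argue against depth as the whole cause of the low border number. A part played by depth stays open. The paper states that most borders of WT cells were lost in BEAF-32 RNAi Dref RNAi.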

There were 50% more TAD borders that were lost in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ compared to the single knockdown of BEAF-32 or double knockdown of *Cp190* and *Chro* (Fig. 2B). The difference in insulation between maintained and lost borders increases in the BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ knockdown (Supplemental Fig. S3B,C). When looking at the maintained borders, only one-third of the borders were maintained in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ when compared to BG3 *BEAF-32*^RNAi^ or BG3 *Cp190*^RNAi^ *Chro*^RNAi^ (Fig. 2B). In addition, 161 new borders appear in the BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ double knockdown (see Fig. 2A,B). The majority of these new borders are movements of borders in the double knockdown compared to the closest WT border (Supplemental Fig. S5). Overall, we found that there is a large overlap between TAD borders that are lost in the three knockdowns and also a large subset of TAD borders that disappear only in the BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ knockdown, indicating that there is a subset of TAD borders that require Dref for maintenance (Fig. 2B).

**Figure 2.**
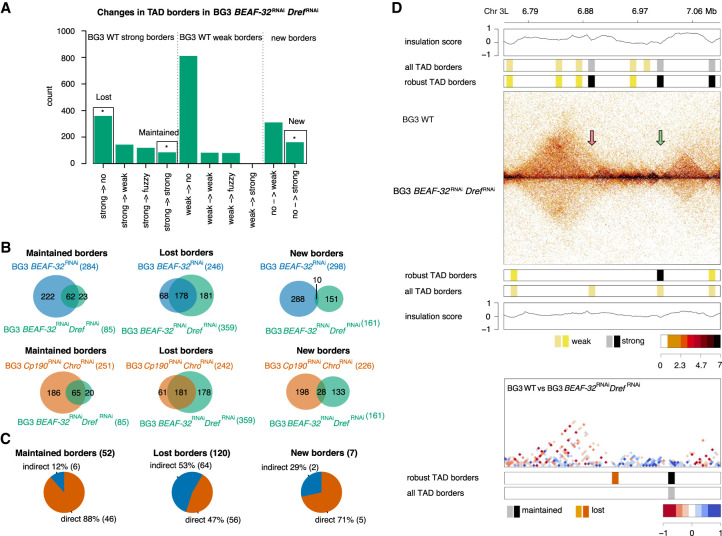
Functional role of Dref in 3D chromatin organization of BG3 cells. (*A*) Classification of robust TAD borders as described in the main text: lost (borders that are strong in WT and completely disappear in the knockdown); maintained (borders that are strong in WT and are maintained strong in the knockdown); and new (borders that appear strong in the knockdown); see Supplemental Figure S3A. (*B*) Overlap of lost, maintained, and new borders in the three knockdowns. (*C*) Number and percentage of maintained, lost, and new borders that have direct binding of BEAF-32, Cp190, and/or Chro (see Supplemental Fig. S4B). We considered common borders between the all three knockdowns (*BEAF-32* single knockdown, *Cp190* and *Chro* double knockdown, and *BEAF-32* and *Dref* double knockdown). (*D*) Examples of genomic regions at DpnII restriction size resolution for *BEAF-32 Dref* double knockdown. We used the same types of plots as in Figure 1E,F.

To distinguish the direct targets from indirect, we aligned TAD borders with the protein occupancy in WT BG3 cells (see Methods and Supplemental Fig. S4D). The majority of TAD borders that are maintained in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ (and also in BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^) (88%) are direct targets of BEAF-32, Cp190, and/or Chro (see Fig. 2C; Supplemental Fig. S4D). However, only half of the lost TAD borders in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ (47%) (and also in BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^) are direct targets of the three proteins. Upon single knockdown of BEAF-32 or Cp190, the majority of the maintained TAD borders in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ (70%) retain BEAF-32 or Cp190, and most of the lost borders in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ (65%) have lost occupancy of these proteins (Supplemental Fig. S4E,F). Similarly to maintained borders, the majority of new borders display binding of BEAF-32, Chro, and/or Cp190. Binding of BEAF-32 or Cp190 is retained at these new borders upon knockdown. Given that the RNAi knockdowns do not completely deplete the architectural proteins (Supplemental Fig. S1D), not all TAD borders would lose the occupancy of these proteins. These results are similar to the ones for the maintained, lost, and new borders common between BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^.

The majority of TAD borders that are lost only in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ (and are maintained in BG3 *BEAF-32*^RNAi^ or BG3 *Cp190*^RNAi^ *Chro*^RNAi^) are bound by BEAF-32, Cp190, and/or Chro in WT cells (Supplemental Fig. S4G,H). In addition, these TAD borders that are lost only in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ have significantly more binding sites for BEAF-32 but not for Dref (Supplemental Fig. S4I). This suggests that Dref may display redundancy to BEAF-32 by maintaining TAD borders when BEAF-32 is absent. When both architectural proteins are depleted, then these TAD borders that were maintained after *BEAF-32* single knockdown are also lost.

### Reorganization in TADs correlates with changes in gene expression

Several studies have shown that TAD reorganization leads to changes in transcription that correspond to developmental defects or diseases (Chandra et al. 2015; Lupiáñez et al. 2015; Flavahan et al. 2016; Hnisz et al. 2016; Sun et al. 2018; Kraft et al. 2019). Nevertheless, other studies failed to find a connection between changes in TADs and transcription (Ghavi-Helm et al. 2019; Williamson et al. 2019). 

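Transcripts of all 4 targeted genes were lower than in WT in each knockdown, apart from BEAF-32 in Cp190 RNAi Chro RNAi. BEAF-32, an insulator protein, was at 90.5 ± 2.04 CPM (SD, n = 3 libraries) in WT, 53.4 ± 18.6 in BEAF-32 RNAi and 55.1 ± 4.23 in BEAF-32 RNAi Dref RNAi, a log2 fold change of -0.77 (standard error 0.18, adjusted p = 0.00777 from edgeR's quasi-likelihood test) and of -0.72 (adjusted p = 0.0088 from edgeR). For Cp190 RNAi Chro RNAi it was at 73.2 ± 6.6 CPM (log2 fold change -0.31, adjusted p = 0.206 from edgeR). Cp190, a zinc finger protein that insulator proteins recruit, fell from 432 ± 7.69 to 297 ± 15.1 CPM in Cp190 RNAi Chro RNAi (log2 fold change -0.54, standard error 0.12, adjusted p = 0.00529 from edgeR). It was also lower in BEAF-32 RNAi (-0.54) and BEAF-32 RNAi Dref RNAi (-0.56). Chro fell from 330.0 ± 10.5 to 196 ± 9.2 CPM in Cp190 RNAi Chro RNAi (log2 fold change -0.75, standard error 0.22, adjusted p = 0.022 from edgeR), and was lower in BEAF-32 RNAi (-0.86) and BEAF-32 RNAi Dref RNAi (-1.01). Dref fell from 207 ± 4.08 to 129.9 ± 3.27 CPM in BEAF-32 RNAi Dref RNAi (log2 fold change -0.67, standard error 0.16, adjusted p = 0.00595 from edgeR), and was lower in BEAF-32 RNAi (-0.72) and Cp190 RNAi Chro RNAi (-0.50). Replicates 1, 2 and 3 of BEAF-32 RNAi held 40.96, 44.56 and 74.79 CPM of BEAF-32, 328.1, 328.8 and 231.6 CPM of Cp190 and 223.1, 221.5 and 100.5 CPM of Chro, so replicate 3 stands apart in both directions. Without it the log2 fold changes in BEAF-32 RNAi are -1.08 for BEAF-32, -0.39 for Cp190, -0.57 for Chro and -0.51 for Dref. BEAF-32 then passes in Cp190 RNAi Chro RNAi too (-0.31, adjusted p = 0.000126 from edgeR). The calls of Chro and Dref in Cp190 RNAi Chro RNAi are lost when any 1 WT or Cp190 RNAi Chro RNAi library is left out (-0.79 to -0.72 for Chro). Each library of this knockdown still lies below each WT library, at 204.9, 186.5 and 196.5 against 318.2, 333.3 and 338.5 CPM for Chro. For Dref these are 155.7, 137.9 and 145 against 203.4, 206 and 211.4 CPM. On these 2 groups alone, edgeR and DESeq2 each call all 4 targets lower. On BEAF-32 RNAi and WT alone, DESeq2 calls all 4 lower and edgeR 0, so the calls in BEAF-32 RNAi are lost in that edgeR fit.

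**Figure D1:**
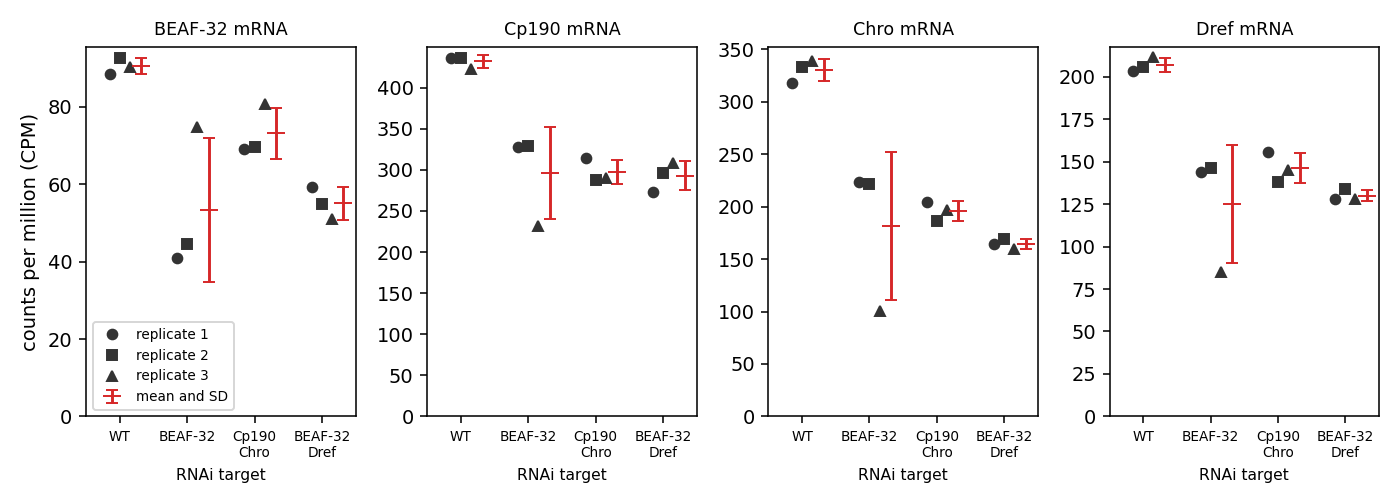
CPM of BEAF-32, Cp190, Chro and Dref, 1 panel each, in WT and the 3 knockdowns, with 1 point per library and the mean ± SD of each group (n = 3) in red. WT libraries lie above the knockdown libraries in each panel, and BEAF-32 RNAi replicate 3 lies apart from replicates 1 and 2 in each.

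RNA of 3 replicates each of WT and the 3 knockdowns was selected by poly(A) and sequenced. Knockdown cells had been transfected with dsRNA for 72 h, and no dsRNA is stated for WT. The authors trimmed reads with Trimmomatic 0.39, aligned them to dm6 with TopHat2 2.1.2 and Bowtie2 2.3.4.1, removed duplicates with Picard and counted reads per gene with HTSeq. The deposited values are these raw counts, for 16727 genes per library. Totals over genes were 10489456 to 12202598 in WT (median 11020481), 7178403 to 10001747 in BEAF-32 RNAi (median 9177070), 9962250 to 12082059 in Cp190 RNAi Chro RNAi (median 11528385) and 8120767 to 9834988 in BEAF-32 RNAi Dref RNAi (median 9058178). The paper's Table S3 counts aligned read pairs, and the gene counts are the depth used here. Reads that HTSeq set aside as not uniquely aligned made up 16.3 ± 0.579% (SD, n = 3) in WT, 24.1 ± 4.67% in BEAF-32 RNAi, 22.1 ± 0.325% in Cp190 RNAi Chro RNAi and 25.3 ± 0.636% in BEAF-32 RNAi Dref RNAi. Counts were scaled by TMM and fitted with edgeR on all 12 libraries, over the 10545 genes with at least 10 counts in total. A DEG here has an adjusted p under 0.05 and an absolute log2 fold change of at least 2. The paper's methods give the same numbers and do not say whether their p is adjusted. The replicates are not stated to be separate cultures, so p-values measure the spread between these libraries, which may be technical.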

Here, instead of disrupting TADs by rearrangements of the DNA at TAD borders, we perturbed a large number of TADs by knocking down architectural proteins and investigated whether that leads to changes in gene expression (Fig. 3A). 

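Against WT, 861 genes were DEGs in BEAF-32 RNAi, 690 in Cp190 RNAi Chro RNAi and 851 in BEAF-32 RNAi Dref RNAi by edgeR's quasi-likelihood test. Idgf6 (CG5210), a secreted growth factor of the chitinase family, was among the largest falls in all 3. It lies on 2R from 16691022 to 16693751 and went from 181.0 ± 3.15 CPM (SD, n = 3) in WT to 1.19 ± 0.663, 1.07 ± 0.441 and 0.741 ± 0.642 CPM in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi, a log2 fold change of -7.16, -7.35 and -7.85 (standard errors 0.38, 0.38 and 0.40; adjusted p = 4.86e-07, 3.35e-07 and 3.07e-07 from edgeR). Cyp4g15, a cytochrome P450 of the nervous system on X, fell from 168 ± 9.23 CPM (log2 fold change -4.41, -5.58 and -5.97). The cadherin gene stan, which acts in planar cell polarity, was among the largest falls in Cp190 RNAi Chro RNAi, from 73.8 ± 2.83 to 2.13 ± 1.04 CPM (log2 fold change -5.12, standard error 0.46, adjusted p = 1.31e-05 from edgeR). The immunoglobulin gene bdl (CG16857) was among those in BEAF-32 RNAi (-5.60, standard error 0.46). Among the largest rises, Dgat2 (CG1942), an acyltransferase of lipid synthesis, had no count in WT and was at least 54.0-fold, 46.3-fold and 74.0-fold higher against a floor of 3 counts over the 3 WT libraries. In BEAF-32 RNAi its replicates were at 2.44, 1.94 and 10.2 CPM. The myosin gene ninaC, named for its role in photoreceptors, was at least 107-fold higher in BEAF-32 RNAi (4.35, 5.14 and 19.3 CPM) and at least 19.8-fold higher in Cp190 RNAi Chro RNAi. Sod3, an extracellular superoxide dismutase, was at least 20.9-fold higher in Cp190 RNAi Chro RNAi and 32.8-fold higher in BEAF-32 RNAi Dref RNAi. Floors cover counting error only. Fitted on the libraries of BEAF-32 RNAi and WT alone, edgeR called 419 DEGs in BEAF-32 RNAi.

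In the same direction, 381 genes were higher and 51 lower DEGs in all 3 knockdowns, of 1242 genes that were a DEG in any, and 0 were DEGs in opposite directions in any pair. BEAF-32 RNAi and Cp190 RNAi Chro RNAi shared 413 higher and 54 lower DEGs, where independent lists would share 43.3 and 0.852. For BEAF-32 RNAi and BEAF-32 RNAi Dref RNAi these numbers were 465 and 62 against 53.1 and 1.09, and for Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi 528 and 70 against 42 and 0.962. In 50 simulations of unchanged groups set against the same WT libraries, the highest number shared was 0. Few unchanged genes pass both thresholds, so this number was bound to lie near 0. Across genes, which are not independent replicates, log2 fold changes of these pairs correlated at r = 0.811, 0.819 and 0.913, and unchanged groups reached at most 0.536, 0.502 and 0.524. The covariance was 1.39, 1.53 and 1.57, against at most 0.139, 0.132 and 0.134 in unchanged groups. All 3 comparisons use the same 3 WT libraries, so part of the excess may come from the shared controls. The simulations draw each library independently, so a deviation common to all 3 WT libraries is not in them.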

We found significant changes in gene expression with 598, 688, and 814 differentially expressed genes (DEGs) in BG3 *BEAF-32*^RNAi^, BG3 *Cp190*^RNAi^ *Chro*^RNAi^, and BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^, respectively (Fig. 3B; Supplemental Table S3). The majority of DEGs are up-regulated in the knockdowns compared to WT. 

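Of the DEGs, 760 were higher and 101 lower in BEAF-32 RNAi, 601 higher and 89 lower in Cp190 RNAi Chro RNAi, and 737 higher and 114 lower in BEAF-32 RNAi Dref RNAi. Without a threshold on the fold change the directions were closer in number, with 1952 higher and 1659 lower in BEAF-32 RNAi, 1890 and 1648 in Cp190 RNAi Chro RNAi, and 2271 and 2141 in BEAF-32 RNAi Dref RNAi at an adjusted p under 0.05 from edgeR. Immune genes were among those that rose. Of 36 tested genes of antimicrobial and immune function, 15, 13 and 14 were higher and 0, 0 and 1 lower in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi (16, 13 and 14 higher when adjusted over the list alone). The Toll ligand spz went from 55.2 ± 1.82 CPM (SD, n = 3) to 199.9 ± 86.2, 147 ± 0.483 and 158 ± 5.98 (log2 fold change 1.86, 1.41 and 1.51; standard error 0.22 in each). The Imd pathway inhibitor pirk rose by 4.98, 4.15 and 4.79 from 0.874 ± 0.687 CPM, the cytokine upd2 by 4.60 in BEAF-32 RNAi and 4.41 in BEAF-32 RNAi Dref RNAi, and the NF-kappaB factor Rel by 0.84 (standard error 0.07) in BEAF-32 RNAi. The list differed from other genes in camera's test with a preset correlation (adjusted p = 3.14e-05, 0.00625 and 0.0146). With an estimated correlation camera gave p = 0.00851, 0.0532 and 0.0732 before adjustment over 28 lists, and none of these passed after it. Its median in BEAF-32 RNAi replicate 3 lay 0.36 above replicates 1 and 2 on the log2 scale, and edgeR on BEAF-32 RNAi and WT alone called 8 higher.

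Of 61 cytochrome P450 genes, whose products oxidize xenobiotics and hormones, 31, 23 and 26 were higher and 3, 5 and 6 lower (33, 23 and 27 higher adjusted over the list alone). Cyp6a20 on 2R rose from 47.9 ± 2.96 to 251 ± 197 CPM in BEAF-32 RNAi (log2 fold change 2.38, standard error 0.40), with 143, 131 and 478 CPM in its replicates. Cyp6d5 rose by 3.62 in Cp190 RNAi Chro RNAi and 3.46 in BEAF-32 RNAi Dref RNAi, and Cyp4d2 fell (-0.35, -0.58 and -0.69). Of 20 ABC and MFS transporters, 11, 9 and 10 were higher and 1 lower in each (12, 9 and 10 higher adjusted over the list alone). Mrp4, an efflux pump, rose from 109.6 ± 4.71 to 399.7 ± 292 (241, 221 and 737 in the replicates), 408 ± 24.9 and 559 ± 24.1 CPM, while the sugar transporter sut1 fell (-0.96, -0.55 and -0.98). Of 21 muscle genes, 7 were higher and 1 lower in each knockdown (10, 7 and 6 higher adjusted over the list alone). Zasp52, a Z-disc protein, rose from 46.2 ± 1.25 CPM by 1.70, 1.97 and 1.84 (standard error 0.15 in each), the titin gene sls by 1.81, 2.25 and 1.92 and bt by 3.58, 3.40 and 3.94, and Mef2, a factor of muscle development, fell (-0.23, -0.27 and -0.27). With an estimated correlation, p = 0.111, 0.155 and 0.164 for the P450 list, p = 0.274, 0.321 and 0.311 for transporters and p = 0.0223, 0.0152 and 0.0257 for muscle genes in camera's test, before adjustment, and none passed after it (0.0816, 0.17 and 0.186 for muscle genes). Medians in BEAF-32 RNAi replicate 3 lay 1.10 above its other replicates for P450 genes and 1.26 above for transporters, and 0.51 below for muscle genes. Without that replicate log2 fold changes in BEAF-32 RNAi are 1.08 for Mrp4, 1.52 for Cyp6a20, 0.97 for sls, 2.75 for bt, 4.11 for pirk and 4.00 for upd2, and without WT replicate 1 that of pirk is larger in each knockdown (5.66 in BEAF-32 RNAi). On BEAF-32 RNAi and WT alone, edgeR called 11 P450 genes, 1 transporter and 3 muscle genes higher in BEAF-32 RNAi.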

We used a FlyAtlas data set (Chintapalli et al. 2007) to investigate if these DEGs are expressed in any particular tissue/cell, and we found that they are mainly expressed in head and brain (Fig. 3C). Furthermore, the DEGs are enriched in glutathione metabolic process and cellular modified amino acid metabolic process Gene Ontology (GO) terms in all three knockdowns (Fig. 3D).

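Genes of glutathione metabolism, mostly glutathione S-transferases that attach glutathione to other compounds, were more often DEGs than other genes. Of 38 tested genes of a list fixed for this process, 15 (39.5%) were DEGs in BEAF-32 RNAi, all higher, against 8.05% of 10507 other genes (odds ratio 7.45, p = 1.1e-07, Fisher's exact test, one-sided). In Cp190 RNAi Chro RNAi 13 were DEGs, 12 of them higher (34.2% against 6.44%, odds ratio 7.55, p = 4.23e-07, Fisher's exact test). In BEAF-32 RNAi Dref RNAi 14 were DEGs, 13 of them higher (36.8% against 7.97%, odds ratio 6.74, p = 6.89e-07, Fisher's exact test). Without a threshold on the fold change, 21, 17 and 21 were higher and 5, 3 and 4 lower in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi by edgeR (21, 20 and 21 higher adjusted over the list alone). Gclc, the catalytic subunit of the enzyme that makes the glutathione precursor, lies on X from 8102181 to 8116147. It went from 95.9 ± 2.65 CPM (SD, n = 3) in WT to 268 ± 40.1, 239 ± 4.47 and 276 ± 3.41 CPM, a log2 fold change of 1.48, 1.32 and 1.52 (standard errors 0.10, 0.09 and 0.10; adjusted p = 1.16e-06, 2.84e-06 and 1.05e-06 from edgeR). GstO3 rose from 18.4 ± 1.21 CPM by 2.14, 2.55 and 2.59 on the log2 scale (standard error 0.25 in each). GstE6 rose by 2.35 in BEAF-32 RNAi, with 176, 161 and 492 CPM in its replicates (1.64 without replicate 3), and by 2.68 in BEAF-32 RNAi Dref RNAi. GstE9 rose by 4.00 in Cp190 RNAi Chro RNAi and GstD10, with no count in WT, was at least 28.7-fold higher in BEAF-32 RNAi.

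GstS1, the most abundant of the transferases named here, went the other way. It lies on 2R from 17093246 to 17099501 and fell from 2121 ± 34.4 to 578 ± 366, 444 ± 19.3 and 274 ± 8.58 CPM (log2 fold change -1.87, -2.26 and -2.95; standard errors 0.42, 0.42 and 0.44). Its BEAF-32 RNAi replicates held 772, 806 and 156 CPM, and the call in BEAF-32 RNAi is lost in edgeR on BEAF-32 RNAi and WT alone. GstE12 fell (-0.94, -1.11 and -1.27) and gfzf, a zinc finger protein with a transferase domain, fell less (-0.60, -0.55 and -0.70). Without BEAF-32 RNAi replicate 3, 9 of the genes were DEGs in BEAF-32 RNAi (p = 0.00148, Fisher's exact test, one-sided), and the list's median in that library lay 0.52 above the other replicates. Against all other genes, the list's rise passed camera's test with a preset correlation (adjusted p = 0.00355, 0.000907 and 0.00133) but not with an estimated one (camera, adjusted p = 0.207, 0.17 and 0.188). Genes of the GstD and GstE clusters are close paralogs and may share reads.

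**Figure D2:**
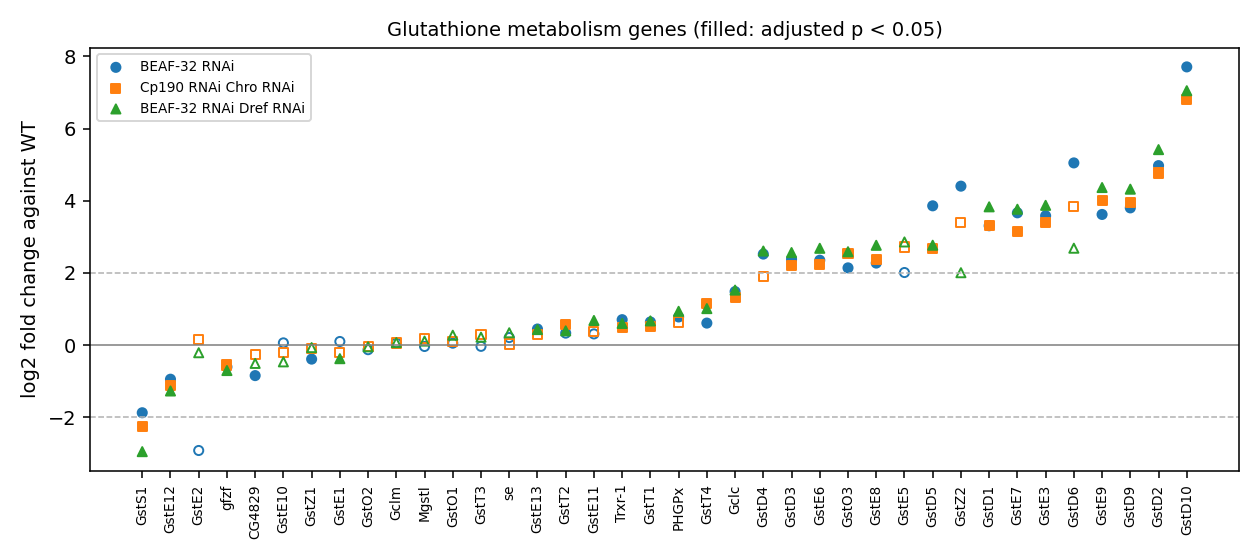
Log2 fold change against WT of the 38 tested genes of glutathione metabolism in the 3 knockdowns, with filled points for genes at an adjusted p under 0.05 from edgeR. Most filled points lie above 0 in each knockdown, GstS1 lies below 0, and the fitted value of GstD10 depends on a prior count because WT has none.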

**Figure 3.**
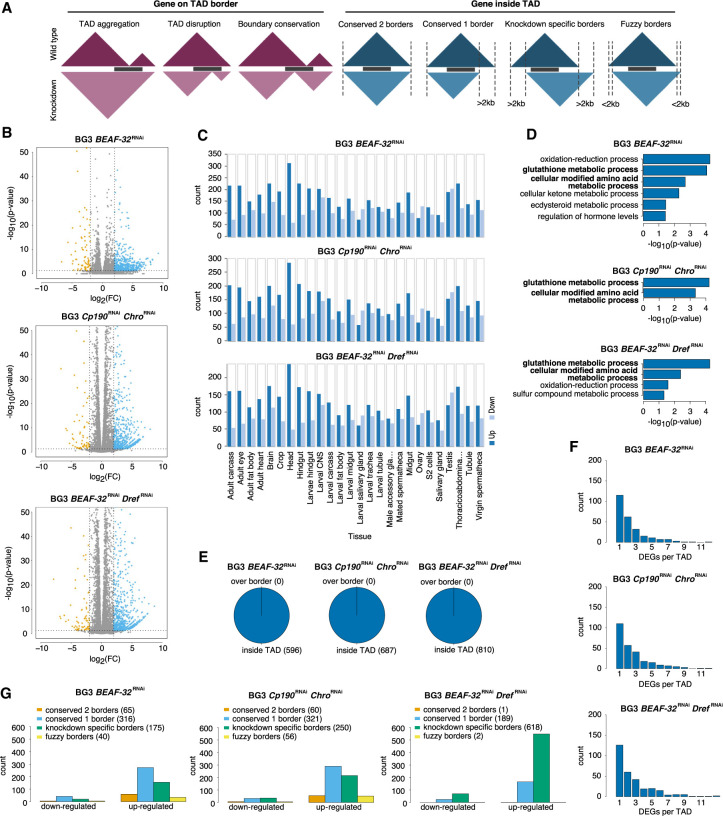
The effects of TAD reorganization on transcription. (*A*) The different cases for position of genes in TADs and how the TADs change in the knockdown (red for cases where the gene spans over TAD borders and blue for the cases where the gene is within the TADs). (*B*–*G*) We consider the case of the three knockdowns separately: *BEAF-32* knockdown, *Cp190 Chro* double knockdown, and *BEAF-32 Dref* double knockdown. (*B*) Volcano plots for the RNA-seq analysis (orange represents down-regulated genes, blue up-regulated, and gray non-DEG) in the three knockdowns. (*C*) FlyAtlas expression data (Chintapalli et al. 2007) for all DEGs in each knockdown. For this analysis, we used FlyMine web server (Lyne et al. 2007). (*D*) GO enrichment analysis of all DEGs in each knockdown using the FlyMine web server (Lyne et al. 2007). Bold terms are the ones common in all three knockdowns. (*E*) The number of differentially expressed genes, where over boarder represents red scenario from *A* and inside TAD represents blue scenario from *A*. (*F*) Histogram with the number of DEGs in TADs (large number of TADs have more than one DEG). (*G*) The number of down-regulated and up-regulated genes in different cases where the gene is within the TADs (orange: both TAD borders are conserved, blue: only one of the TAD border is conserved, green: none of the TAD border is conserved, and yellow: TAD borders are shifted within 2 kb).

None of these DEGs span over robust TAD borders in either WT or knockdowns (Fig. 3E), and several TADs contain multiple DEGs (Fig. 3F). 

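Over the full TAD lists of each knockdown, the bodies of 71 of 858 DEGs (8.28%) in BEAF-32 RNAi contain a border, against 12.1% of 9618 other tested genes (odds ratio 0.654, p = 0.000603, Fisher's exact test, two-sided). For Cp190 RNAi Chro RNAi these are 44 of 687 DEGs (6.40%), against 10.6% (odds ratio 0.578, p = 0.00027, Fisher's exact test). For BEAF-32 RNAi Dref RNAi they are 39 of 848 (4.60%), against 6.44% (odds ratio 0.70, p = 0.0324, Fisher's exact test). In BEAF-32 RNAi 160 TADs hold at least 2 DEGs, where random draws of as many genes gave a mean of 146 (132 to 160, one-sided permutation p = 0.0309 over 10000 draws). This call is lost without BEAF-32 RNAi replicate 1 (permutation p = 0.0815), and the ratio to the mean of the draws is 0.994 with an absolute log2 fold change of at least 1 and 0.996 on strong TADs. Of these TADs, 134 hold only higher DEGs, 5 only lower DEGs and 21 both. As 760 of the 861 DEGs were higher, most such TADs would hold only higher ones anyway, and a shared direction was not tested. In Cp190 RNAi Chro RNAi 125 TADs hold at least 2, against 120.0 (107 to 133, permutation p = 0.241), and in BEAF-32 RNAi Dref RNAi 187, against 192 (178 to 206, permutation p = 0.788). The TAD with most DEGs in BEAF-32 RNAi, picked after its values were seen, lies on 3R from 12356545 to 12471255. Its 35 tested genes include 9 DEGs, all higher, among them the transferases GstD1 (log2 fold change 3.31), GstD3 (2.38), GstD5 (3.86) and GstD9 (3.80). GstD1 was at 21.1 ± 0.0768 CPM (SD, n = 3) in WT and at 48.0, 47.3 and 534 CPM in the BEAF-32 RNAi replicates, and 6 genes of this TAD are DEGs without replicate 3. In BEAF-32 RNAi Dref RNAi, the TAD with most DEGs, picked in the same way, lies on 3R from 24663159 to 25436618 and holds 18 DEGs among 117 genes, 17 of them higher, such as niki, a kinase gene (log2 fold change 3.61), and the neuropeptide gene AstA (2.16). That of Cp190 RNAi Chro RNAi lies on 2R from 23746848 to 24028386 and holds 9 DEGs among 66 genes, 8 of them higher, such as Pask, a kinase gene (2.88).

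The lower share of DEGs over borders depends on the threshold and on the genes compared. For genes past an adjusted p under 0.05 alone, the share is 3.95, 4.04 and 2.68 percentage points higher than in other genes. For the 71, 44 and 39 DEGs above, the share differs from that of genes matched on expression by 1.5, -0.16 and 0.282 points (permutation p = 0.0606, 0.864 and 0.717).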

Figure 3G shows that very few DEGs are in TADs that have both borders conserved in the knockdowns (10.9% in BG3 *BEAF-32*^RNAi^, 8.7% in BG3 *Cp190*^RNAi^ *Chro*^RNAi^, and 0.1% in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^) (also see Supplemental Fig. S6A). This means that majority of DEGs (at least 89%) are located in TADs where at least one of the borders moves in the knockdowns. There were a large number of DEGs in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ where both TAD borders are lost (or move more than 2 kb away), but this could be a consequence of the reduced number of TADs in that knockdown and the corresponding loss of TAD borders. Furthermore, we performed a permutation test and showed that the association of the DEG with reorganized TADs is statistically significant for BG3 *BEAF-32*^RNAi^ and BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ knockdowns—specifically for TADs in which the borders move more than 2 kb away (Supplemental Fig. S6). Whereas there are many DEGs in BG3 *Cp190*^RNAi^ *Chro*^RNAi^, their association with reorganized TADs is not significant. These changes in border positioning cover several massive rearrangement scenarios, such as significant disruption of WT TADs, aggregation of several WT TADs, or a combination of both. DEGs are randomly distributed inside TADs (no gene spanning over multiple TADs) (Fig. 3E) with no specific localization near or away from TAD borders (see Supplemental Fig. S7). 

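In BEAF-32 RNAi, the transcription start sites of the 786 DEGs inside TADs lay a median of 11000.0 bp from the nearest border of that knockdown, and those of other genes inside TADs 8022 bp (permutation p = 1e-05, two-sided, the smallest that 100000 resamples can give). In BEAF-32 RNAi Dref RNAi the medians were 35449 bp for 808 DEGs and 29786 bp for other genes (permutation p = 0.00053). For Cp190 RNAi Chro RNAi they were 12808 bp for 642 DEGs and 11467 bp (permutation p = 0.0588), and the difference passes without BEAF-32 RNAi replicate 3 (1660 bp, permutation p = 0.00869). For genes past an adjusted p under 0.05 without a threshold on the fold change, the difference in medians was -13 bp in BEAF-32 RNAi and 398 bp (permutation p = 0.625) in BEAF-32 RNAi Dref RNAi. These distances were not scaled by TAD length, so they do not separate a place inside TADs from the length of the TADs. The paper draws on the share of DEGs in TADs whose borders were kept, lost or moved, and on a permutation test. In that test DEGs were associated with TADs whose borders moved over 2 kb in BEAF-32 RNAi and BEAF-32 RNAi Dref RNAi. For Cp190 RNAi Chro RNAi the association was not significant. The paper concludes that mostly large reorganizations of TADs go with changes in gene expression.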

Our results show that mainly large reorganizations of TADs correspond to significant changes in gene expression and explain why previous studies found contradicting results when establishing a link between TADs and gene expression.

### TAD borders are maintained by architectural proteins, divergent transcription, and associated factors

In BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^ knockdowns, we identified two classes of TAD borders: (1) maintained in both knockdowns; and (2) lost in both knockdowns. Given that very few TAD borders are maintained in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^, whereas the majority are lost, we did not include this in the downstream analysis; that is, the majority of TAD borders that are lost in BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^ are also lost in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^, but only a few that are maintained in BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^ are also maintained in BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^. Furthermore, we selected maintained and lost TAD borders that display binding in WT cells of BEAF-32, Cp190, or Chro and classified these as direct maintained and lost borders.

To determine the chromatin and epigenetic mechanisms present at maintained and lost borders, we analyzed the presence of key factors (such as architectural proteins, transcription, replication, and accessibility related complexes). CTCF was partially present at the maintained borders (approximately at half of the borders), but there was a strong enrichment of cohesin at a majority of maintained borders (vtd [also known as Rad21], Nipped-B, and SMC1) and Trl (Fig. 4A; Supplemental Figs. S4A, S8A). Furthermore, the maintained borders were enriched with Pol II, Mediator complex (MED30 and MED1), and Orc2. Significantly lower histone levels (H4/H3/H1) at maintained borders indicated the presence of highly accessible DNA (Fig. 4B; Supplemental Fig. S8B). Noticeably, there is also strong divergent transcription at the maintained borders (Fig. 4B). This strong divergent transcription at maintained TAD borders coupled with the lack of enrichment for Top2 (Fig. 4B; Supplemental Fig. S8B) indicates a potential role for supercoiling at these borders.

**Figure 4.**
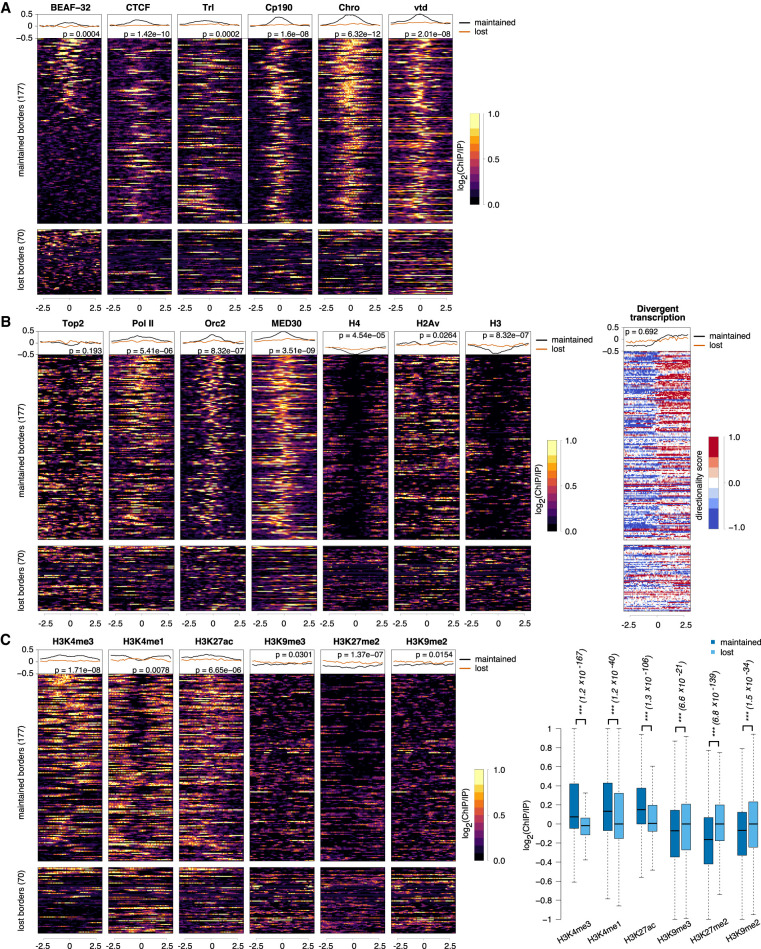
Chromatin feature enrichments at TAD borders. (*A*) Profiles of architectural proteins (BEAF-32, CTCF, Trl, Cp190, Chro, and vtd) around direct maintained and lost TAD borders that were common in *BEAF-32* knockdown and *Cp190 Chro* double knockdown. *Top* lines represent the corresponding average profiles at maintained and lost borders. We also performed the Mann–Whitney *U* test between the average signal at each maintained border and each lost border (corresponding *P*-value added to the plot). (*B*) Profiles of histones (H4, H3, and H2Av), transcription (Pol II, 3′NT-seq, MED30, and Top2), and replication (Orc2) at maintained and lost TAD borders. For nascent transcription, we used two color schemes: orange for transcription on the negative strand and blue for transcription on the positive strand. (*C*) Profiles of histone modifications (H3K4me3, H3K4me1, H3K27ac, H3K9me3, H3K27me2, and H3K9me2) at maintained and lost TAD borders. There is depletion of signal in the middle of the histone modifications heat maps, which can be explained by the depletion of histones in those regions (see *B*).

The RNA-seq signal around maintained and lost TAD borders does not show noticeable changes in the two knockdowns (Supplemental Fig. S8B). At maintained borders, given that there are negligible changes in gene expression, these results were expected (see Fig. 3). Nevertheless, given the large number of differentially expressed genes associated with reorganized TADs (see Fig. 3), one could expect a change in the RNA-seq signal at lost TAD borders in the two knockdowns (BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^). Because the differentially expressed genes are randomly located inside the TAD (Supplemental Fig. S7), loss of TAD borders will often correlate with changes in gene expression at a larger distance from the TAD border, and this cannot be captured in the analysis in the vicinity of TAD borders (Fig. 4B; Supplemental Fig. S8B). Nevertheless, Figure 3 and Supplemental Figure S6 confirmed that TADs with lost or new borders harbor more DEGs than TADs with both borders maintained or with fuzzy borders in the knockdowns.

In contrast, at lost TAD borders (in BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^), there is less DNA accessibility and transcription, indicating that these borders are in a repressed chromatin state (Fig. 4B; Supplemental Fig. S8B).

### Maintained borders are associated with active promoters and enhancers, whereas lost borders are located in heterochromatin

Regulatory regions in the DNA can be defined by the presence of specific histone marks (Kharchenko et al. 2011). Transcription has also been shown to be strongly implicated in the maintenance and formation of TADs (Li et al. 2015; Ulianov et al. 2016; Rowley et al. 2017). The presence of Pol II and nascent transcription at maintained borders and their absence from lost borders indicate the existence of two classes of TAD borders in *Drosophila*, active and repressed borders, which display different mechanisms of maintenance. A similar classification into active and repressed domains in *Drosophila* has been previously proposed (Ogiyama et al. 2018; Szabo et al. 2018). We investigated the presence of histone modifications to further dissect the potential factors and mechanisms that would be responsible for the maintenance of the TAD borders. We found that H3K4me3 (active promoter mark) and H3K4me1 (enhancer mark) together with H3K27ac were enriched at all maintained borders (Fig. 4C; Supplemental Fig. S8C). Depletion of BEAF-32 from promoters and enhancers is not sufficient to result in the loss of these TAD borders, which indicates the presence of a redundant mechanism with a different protein(s).

We observed strong enrichment of mof (involved in maintenance of H4K16ac), Kdm2 (H3K36me3 demethylase), Iswi and E(bx) (also known as NURF301) (nucleosome sliding), and wds (involved in maintenance of H3K4me3) preferentially at maintained borders (Supplemental Fig. S9). E(bx) was shown to colocalize together with Dref and Cp190 (Kwon et al. 2016), which explains its enhanced level at the maintained TAD borders.

The lost borders were moderately enriched in H3K9me2, H3K9me3, and H3K27me2 (signatures for heterochromatin and Polycomb) and depleted in active modifications (e.g., H3K4me3), suggesting a plausible association of these borders with heterochromatin regions (Fig. 4C; Supplemental Fig. S8C). As we observed association of lost borders with heterochromatin and Polycomb, we further dissected and analyzed the Polycomb complexes in detail at all borders. However, we did not observe enrichment of any Polycomb subcomplexes (Pc or dRING) at lost borders in the two knockdowns (Supplemental Fig. S9). Nevertheless, we did find enrichment of Su(var)3-9 and Su(var)2-HP2 (also known as HP2), which explains the enrichment of heterochromatin at lost TAD borders in the two knockdowns (Supplemental Fig. S9). Note that, in *Drosophila*, Su(var)3-9 was previously reported to have a role in maintenance of TADs located in heterochromatin (Saha et al. 2020).

Whereas we observed heterochromatic signatures at the lost borders (Fig. 4C; Supplemental Fig. S8C), previous research reported that TAD borders are mostly composed of euchromatin (Sexton et al. 2012; Ulianov et al. 2016; Hug et al. 2017; Ramírez et al. 2018; Chathoth and Zabet 2019). Using a chromatin state map in BG3 cells (Skalska et al. 2015), we investigated the chromatin states associated with maintained, new, and lost TAD borders in each knockdown. Our results confirm that indeed maintained, lost, and new borders are enriched in enhancer and active TSS chromatin states (Supplemental Fig. S10A–C) and are depleted in heterochromatin (Supplemental Fig. S10A–C). In addition, lost borders also display partial enrichment in Polycomb state. This apparent difference in results at lost TAD borders can be explained by the fact that the analysis in Supplemental Figure S10A through C, is performed on TAD borders at a base pair resolution, whereas the analysis in Figure 4 and Supplemental Figures S8 and S9 was performed over a 5-kb region. When considering the same 5-kb regions as in Figure 4 and Supplemental Figures S8 and S9, one can observe an enrichment for Polycomb state and a lower enrichment for heterochromatin in euchromatin at lost TAD borders (Supplemental Fig. S10D). This means that whereas the majority of borders are enriched in enhancers or active TSSs, maintained borders are located in euchromatin and lost borders in euchromatin islands in heterochromatin.

Compared to maintained and new borders, lost TAD borders are also enriched in clusters of noncoding regulatory elements that display extreme levels of sequence conservation (gene regulatory blocks, GRBs) (Supplemental Fig. S10E; Harmston et al. 2017). It is worthwhile noting that GRBs are enriched in transcriptionally silent and Polycomb regions (Harmston et al. 2017), further supporting the localization of the lost TAD borders in the repressed chromatin state.

One possibility is that lost borders, although euchromatic, display higher levels of Pol II pausing. Using the Pol II pausing index definition from Ramírez et al. (2018) (see Methods), we found only negligible differences in Pol II pausing for genes located within 5 kb windows around maintained, lost, and new borders (Supplemental Fig. S10F). This indicates that Pol II pausing does not differentially affect maintained or lost borders.

### A large proportion of maintained TAD borders in the knockdowns are also present in Kc167 cells and harbor housekeeping genes

Previously, we showed that Kc167 cells display more short-range interactions and fewer long-range contacts when compared to BG3 cells, which was true also after down-sampling to control for library size differences (Chathoth and Zabet 2019). Given that the three knockdowns we analyzed here display increased numbers of short-range contacts and reduced numbers of long-range contacts compared to WT BG3 cells (Supplemental Fig. S2A–D), this raises the question of how the 3D organization of these knockdowns differs when compared to Kc167 cells. Our results show that there are significantly more short-range interactions and fewer long-range interactions in Kc167 cells compared to BG3 *BEAF-32*^RNAi^, BG3 *Cp190*^RNAi^ *Chro*^RNAi^, and BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ (Supplemental Fig. S11A). To further investigate the similarities between the BG3 *BEAF-32*^RNAi^, BG3 *Cp190*^RNAi^ *Chro*^RNAi^, and BG3 *BEAF-32*^RNAi^ *Dref*^RNAi^ and Kc167 cells, we compared the maintained, lost, and new robust TAD borders in the knockdowns with the robust TAD borders in Kc167 cells. Approximately half of the maintained TAD borders in the three knockdowns are also strong TAD borders in Kc167 cells, but this decreases to <20% for lost and new borders (Supplemental Fig. S11B). This is true when comparing to both similar size (Chathoth and Zabet 2019) or significantly larger (Eagen et al. 2017) Hi-C libraries in Kc167 cells. This indicates that nearly half of the maintained borders are housekeeping TAD borders, whereas the majority of lost borders are BG3-specific. 

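Few of the genes that the paper's Table S4 lists at conserved borders were DEGs in BEAF-32 RNAi and Cp190 RNAi Chro RNAi. The table holds 186 genes, 176 of them called housekeeping, and 155 were tested and placed on the dm6 annotation. In BEAF-32 RNAi 1 of these (0.645%) was a DEG, against 8.3% of 10321 other genes (odds ratio 0.0717, p = 4.37e-05, Fisher's exact test, two-sided). In Cp190 RNAi Chro RNAi 2 were DEGs (1.29% against 6.64%, odds ratio 0.184, p = 0.00299, Fisher's exact test), and in BEAF-32 RNAi Dref RNAi 6 were (3.87% against 8.16%, p = 0.0528, Fisher's exact test). The paper called genes housekeeping by high expression in all samples it used. The other genes here were not matched on expression, so a difference in expression level may account for these shares. At smaller changes, the ubiquitin ligase gene Rchy1 (CG16947) on 2L fell from 31.1 ± 0.955 CPM (SD, n = 3) to 8.20 ± 0.728 in BEAF-32 RNAi (log2 fold change -1.93, standard error 0.12, adjusted p = 9.32e-07 from edgeR) and to 11.8 ± 1.02 in Cp190 RNAi Chro RNAi (-1.40). The gene nolo (CG31619) rose by 1.99 in BEAF-32 RNAi and 1.88 in Cp190 RNAi Chro RNAi (standard error 0.11 in each), and Rph, a rabphilin of vesicle transport, by 1.23 and 0.83. These 3 are the examples of smallest p. Of all 155, 18 were higher and 38 lower in BEAF-32 RNAi at an adjusted p under 0.05, with a median log2 fold change of -0.02 that is 0.01 when scaled by DESeq2's size factors. At this threshold, in a test added after the data were seen, their share was not lower than that of other genes (36.1% against 34.2% in BEAF-32 RNAi, 40.6% against 33.4% in Cp190 RNAi Chro RNAi and 46.5% against 41.8% in BEAF-32 RNAi Dref RNAi; p = 0.61, 0.0715 and 0.251, Fisher's exact test), so the low share rests on the threshold on the fold change. With an absolute log2 fold change of at least 1, DEGs were 7.74% against 14.3% in BEAF-32 RNAi (p = 0.0197, Fisher's exact test), 7.1% against 12.5% in Cp190 RNAi Chro RNAi (p = 0.0482, Fisher's exact test) and 12.3% against 15.7% in BEAF-32 RNAi Dref RNAi (p = 0.267, Fisher's exact test). All 155 lie within 5 kb of a strong border in both lists, against 19.0% and 12.5% of other genes, and since the table was built on these borders this is not independent.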

The majority of genes present at the TAD borders conserved between Kc167 WT, BG3 WT, BG3 *BEAF-32*^RNAi^, and BG3 *Cp190*^RNAi^ *Chro*^RNAi^ (176 out of 181) are housekeeping genes (Supplemental Table S4; Methods). This together with the fact that maintained TAD borders display divergent transcription (Fig. 4B) indicates that the majority of conserved TAD borders are divergently oriented housekeeping genes.

### Majority of chromatin loops in *Drosophila* are controlled by Mediator complex, Chro, and Cp190

Chromatin loops represent enriched long-range 3D interactions and have been identified as important features in 3D chromatin organization. In *Drosophila*, only a small number of loops have been detected (Eagen et al. 2017; Chathoth and Zabet 2019). 

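The loop lists hold 1179 loops in BEAF-32 RNAi, 2154 in Cp190 RNAi Chro RNAi and 787 in BEAF-32 RNAi Dref RNAi. Their anchors are 2 kb wide and a median of 26, 28 and 26 kb apart (quartiles 18 to 46, 18 to 58 and 16 to 46 kb). With an FDR under 0.01 against all 4 local backgrounds, 829, 1527 and 524 remain. BEAF-32 RNAi and Cp190 RNAi Chro RNAi share 216 loops at both anchors, 18.3% of those in BEAF-32 RNAi and 10.0% of those in Cp190 RNAi Chro RNAi. A further 422 loops in BEAF-32 RNAi (35.8%) and 528 in Cp190 RNAi Chro RNAi (24.5%) share 1 anchor. BEAF-32 RNAi Dref RNAi shares 119 loops with BEAF-32 RNAi (15.1% of its own) and 224 with Cp190 RNAi Chro RNAi (28.5% of its own). An anchor shifted by 1 bin of 2 kb counts as not shared, and all these shares of loops rise when anchors are widened by 2 kb. No chance level was estimated for loops. The numbers follow the order of the read pairs used in the 3 knockdowns, and depth and knockdown cannot be separated with 1 list each.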

We identified loops in WT BG3 cells and in the three knockdowns and observed an increase in the number of loops in two knockdowns (BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^) (Fig. 5A). This could be attributed to the difference in sequencing depth between the different samples, and when we analyzed 20% down-sampled libraries, we observed a reduction in the number of chromatin loops detected (Fig. 5A). Of the 770 loops that were detected in WT cells, in each knockdown, approximately 200 are maintained and 300 maintain only one anchor in the same position (Fig. 5B). We classified 140 loops that are maintained in both *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^ knockdowns as maintained loops and 122 that are lost in both BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^ knockdowns as lost loops (Fig. 5C). By focusing only on the common maintained or lost borders between the two knockdowns (BG3 *BEAF-32*^RNAi^ and BG3 *Cp190*^RNAi^ *Chro*^RNAi^) that display different library sizes, we ensure that library size differences are not influencing the downstream analysis. Figure 5D confirms that the strong level of interactions is maintained in the two knockdowns at maintained chromatin loops, but this is not the case at lost loops. We also found that there is no statistically significant difference in the size of the lost and maintained chromatin loops (Fig. 5E).

**Figure 5.**
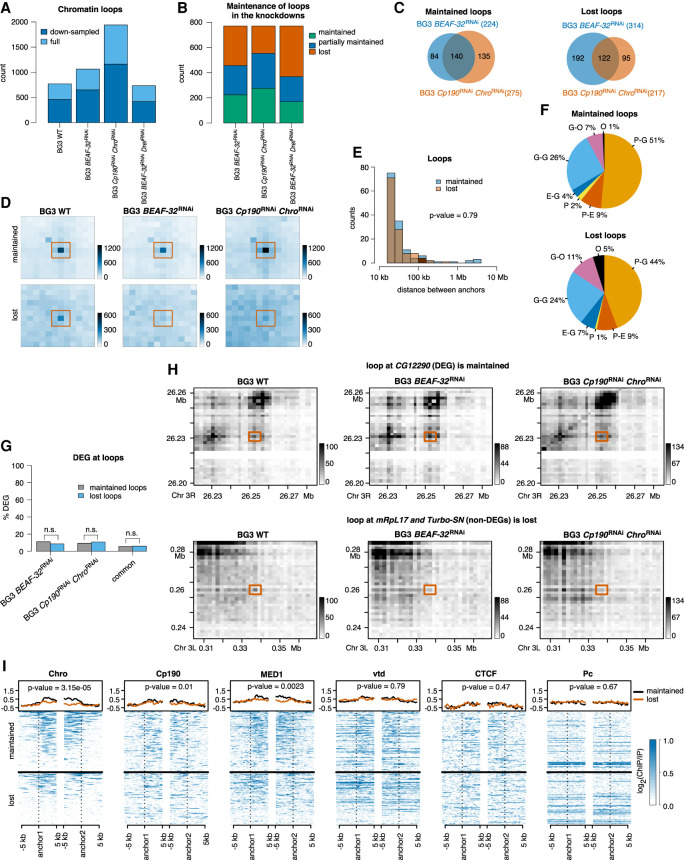
Chromatin loops. (*A*) Number of loops detected in WT and the three knockdowns. Dark blue represents the loops that are detected in both full and down-sampled (where we randomly removed 20% of the reads) data sets, and light blue represents loops detected only in the full data set. (*B*) Number of loops in the three knockdowns that maintain both of the anchors (maintained), only one of them (partially maintained), or lose both anchors (lost). (*C*) Overlap of loops maintained or lost between WT and *BEAF-32* knockdown and between WT and *Cp190 Chro* double knockdown. We classify the commonly maintained borders in the two knockdowns as maintained and the commonly lost borders as lost. (*D*) Aggregate peak analysis (APA) using Juicer (Durand et al. 2016) over the maintained (*top*) and lost (*bottom*) chromatin loops at 2-kb resolution. (*E*) Size of the maintained and lost chromatin loops. We performed a Mann–Whitney *U* test, which confirmed that the two distributions are not different. (*F*) Annotation of maintained and lost loops with respect to the features they connect: (P) promoters (up to 1 kb upstream of TSS), (E) enhancers, (G) genes, and (O) others. We used STARR-seq for enhancer annotation (Yanez-Cuna et al. 2014). (*G*) Percentage of genes that are differentially expressed and are associated with maintained and lost chromatin loops. We selected genes that have their promoter (up to 1 kb upstream of TSS) located at one of the anchors of the chromatin loops. There is no statistically significant difference between DEG at maintained and lost loops (Fisher's exact test; *P*-value 0.37, 1.0, and 1.0). (*H*) Contact matrices plots of a maintained (*top*) and a lost (*bottom*) loop. These maps were constructed with diffHic (Lun and Smyth 2015) at 2-kb resolution (the same used to detect loops) and contain 30 bins. Dark color represents more contact. We scaled the pallet in the two knockdowns to account for library size differences. (*I*) Enrichment of architectural proteins and transcription-related factors at maintained and lost loops (Chro, Cp190, MED1, vtd, CTCF, and Pc). We performed a Mann–Whitney *U* test of the mean signal at maintained and lost loops (see corresponding *P*-values).

Of these loops, 68%–77% connect different parts of genes to each other (e.g., promoters, intronic enhancers, or 3′ UTRs) or to other genes (e.g., intronic enhancer controlling a distal promoter or promoter hubs) (Fig. 5F), indicating that they are involved in the formation of gene domains (Rowley et al. 2019). Only 9% of the maintained and lost loops are promoter-enhancer loops (Fig. 5F), which indicates that this mechanism is less prevalent in *Drosophila* than previously proposed in mammalian systems (Noordermeer et al. 2014). When we select all genes that have their promoter located at one of the anchors of the loops, we found that only a small subset of genes (<10%) located at the lost or maintained loops display differential expression in the two knockdowns, and this is true even when using a less stringent threshold to call differentially expressed genes (log_2_FC threshold of 1.0) (Fig. 5G; Supplemental Fig. S12). Furthermore, there is no statistically significant difference in the number of DEGs at maintained and lost loops (Fig. 5G). For example, a chromatin loop can be maintained in the two knockdowns, whereas the target gene is differentially expressed (top panel in Fig. 5H). Conversely, a lost chromatin loop can lead to no changes in gene expression of the target genes (bottom panel in Fig. 5H). Thus, our results support a model where the presence or absence of a chromatin loop does not necessarily lead to regulation of the target gene.

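Among tested genes with a promoter, taken as the 1000.0 bp upstream of the start site, at an anchor of any loop in BEAF-32 RNAi, 47 of 551 (8.53%) were DEGs, 37 higher and 10 lower. Of other genes 8.17% were (odds ratio 1.05, p = 0.75, Fisher's exact test, two-sided). Of 832 such genes in Cp190 RNAi Chro RNAi, 52 (6.25%) were, 47 higher and 5 lower, against 6.58% (odds ratio 0.946, p = 0.77, Fisher's exact test). Of 351 in BEAF-32 RNAi Dref RNAi, 34 (9.69%) were, 32 higher and 2 lower, against 8.04% (odds ratio 1.23, p = 0.273, Fisher's exact test). With an absolute log2 fold change of at least 1, DEGs were 81 (14.7%), 99 (11.9%) and 48 (13.7%) of the genes at anchors, against 14.2%, 12.4% and 15.7% of other genes. All loops of a knockdown were pooled, since splitting them into lost and maintained needs the WT loops, not used here.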

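CG12290, which encodes a predicted G protein-coupled receptor, lies on the plus strand of 3R from 26230248 to 26234700. It was at 17.3 ± 2.0 CPM (SD, n = 3) in WT and at 42.7 ± 2.55, 42.6 ± 3.03 and 47.0 ± 2.36 CPM in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi. The log2 fold changes are 1.30, 1.30 and 1.44 (standard error 0.10 in each; adjusted p = 6.87e-06, 6.59e-06 and 2.8e-06 from edgeR's quasi-likelihood test). In BEAF-32 RNAi an anchor inside the gene, from 26232001 to 26234000, is joined with the anchor from 26204001 to 26206000, at 28 observed contacts, and with the anchor from 26252001 to 26254000, at 67. In Cp190 RNAi Chro RNAi both outer anchors are joined with the neighbouring bin at the start of the gene, from 26230001 to 26232000, at 44 and 101 contacts. In BEAF-32 RNAi Dref RNAi the loop at the gene reaches the anchor from 26310001 to 26312000, at 13 contacts. A TAD border lies inside the gene in BEAF-32 RNAi and Cp190 RNAi Chro RNAi, and in BEAF-32 RNAi Dref RNAi the gene lies in 1 TAD of 72.4 kb.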

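mRpL17, a protein of the mitochondrial ribosome, lies on the plus strand of 3L from 264779 to 265932, next to Tudor-SN, a nuclease of RNA silencing complexes on the minus strand from 259043 to 264380. mRpL17 was at 57.7 ± 2.39 CPM (SD, n = 3) in WT and at 69.7 ± 4.09, 61.1 ± 9.35 and 69.0 ± 1.52 CPM in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi (log2 fold change 0.27, 0.08 and 0.26, standard error 0.10 in each). None of these passed edgeR's test (adjusted p = 0.0593, 0.571 and 0.0621). Tudor-SN was at 775 ± 1.89 CPM in WT and at 791 ± 293, 747 ± 28.0 and 673 ± 11.4 CPM (log2 fold change 0.03, -0.05 and -0.20; adjusted p = 0.927, 0.865 and 0.459 from edgeR). Its BEAF-32 RNAi replicates held 980.4, 939 and 453 CPM. No loop of the 3 knockdown lists has an anchor at either gene. From such genes and the shares of DEGs at loops, the paper proposes a model in which the presence or absence of a loop need not change the gene it targets.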

Chro and Cp190 are known to be involved in long-range interactions (Vogelmann et al. 2014), but previous research identified the enrichment of Polycomb at *Drosophila* loops (Eagen et al. 2017). We found that both maintained and lost chromatin loops display high levels of BEAF-32 together with Chro and/or Cp190 at both anchors in WT cells (Fig. 5I; Supplemental Fig. S13A); that is, 92% of maintained and 84% of lost loops have binding of BEAF-32, Cp190, and/or Chro (Supplemental Fig. S13B). The maintained loops display higher levels of Chro at the anchors compared to lost loops, suggesting that the depletion of Chro (in BG3 *Cp190*^RNAi^ *Chro*^RNAi^) or blocking of its recruitment (in BG3 *BEAF-32*^RNAi^) is not sufficient to affect the maintained loops. In addition, 60% of lost loops lose binding of BEAF-32 and/or Cp190 upon their knockdown (Supplemental Fig. S13C,D), thus providing support that these loops are lost as a direct consequence of the depletion of the architectural proteins in our knockdowns. Nevertheless, approximately half of the maintained loops lose BEAF-32 and/or Cp190 upon knockdown (Supplemental Fig. S13C,D), which suggests that Chro is recruited by additional proteins at maintained loops or that other factors could help maintain these loops (Supplemental Fig. S13A). We observed an enrichment of MED1 at the anchors of maintained and lost loops but also enrichment of CTCF and cohesin subunit vtd. The majority of chromatin loops in our data set are located near a MED1 ChIP peak (Supplemental Fig. S13A), indicating that Mediator complex would be more important for chromatin loops in *Drosophila*. We also observed a small number of loops with enrichment of Polycomb peaks near their anchors (Fig. 5; Supplemental Fig. S13), but this is less pronounced than in the case of Mediator complex.

### *BEAF-32, Cp190, Chro*, and *Dref* knockdowns do not affect A/B compartments

The checkerboard pattern seen on Hi-C maps led to the identification of A and B compartments which mark active and inactive regions of chromatin (Lieberman-Aiden et al. 2009). A/B compartments were also identified in *Drosophila* (Rowley et al. 2017) using 10-kb bins, and we showed that compartmentalization changes between cell lines (Chathoth and Zabet 2019). The current working model assumes that compartments harbor several TADs and they display different mechanisms for maintenance compared to TADs. To investigate if the changes in the TADs lead to changes in the A/B compartmentalization of the genome, we computed the A/B compartments at 10-kb resolution in the three knockdowns (see Methods). Our results confirm that there are negligible changes in the proportion of the genome that is in the A or B compartments in all knockdowns (Supplemental Fig. S14A). Nevertheless, we identified some switching between the A and B compartments (<5%) (Supplemental Fig. S14B). When we zoomed in, we observed that the majority of these compartments are robust and consistent in the WT and knockdowns (Supplemental Fig. S14C). One interesting observation is that there is some rare local spreading of the B compartment (heterochromatin) into the A compartment (euchromatin) (e.g., yellow stripe in Supplemental Fig. S14C).

Saddle plots confirm that regions belonging to the same compartments (lower right corner A-A interactions and upper left corner B-B interactions) are enriched in interactions, whereas regions belonging to different compartments (lower left corner A-B interactions and upper right corner B-A interactions) are depleted in interactions (Supplemental Fig. S14D). Compartments strengths are similar, with only a small decrease for *BEAF-32* single knockdown. This confirms that BEAF-32, Cp190, Chro, and Dref have little effect on compartmentalization. Altogether, our results indicate that organization of compartments in *Drosophila* is independent of the organization of TADs.

When investigating in which compartments TAD borders are localized, we found that most of the maintained borders are localized in the A compartment, whereas most of the lost or new borders are localized in the B compartment (Supplemental Fig. S15A). This is not surprising, because most of the lost borders are located in repressed chromatin, whereas the maintained ones are in active chromatin.

The majority of compartments that switch do not harbor any DEGs, even when using a lower threshold to call differential gene expression (log_2_FC threshold of 1) (Supplemental Fig. S15B). Furthermore, the fact that a compartment contains DEGs does not mean that all genes in that compartment change expression in the same direction (either up-regulated or down-regulated). For example, spreading of the B compartment in Supplemental Figure S14C corresponds to three genes displaying different behaviors: *ine* gene is down-regulated; *Dp* is up-regulated; and *FIG4* maintains expression in all three knockdowns (all three genes are located within the yellow stripe in Supplemental Fig. S14C). 

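The transporter gene ine was lower in all 3 knockdowns, and FIG4 (CG17840), a lipid phosphatase gene next to it, did not pass the test in any. ine lies on the minus strand of 2L from 4468000 to 4477022 and was at 24.0 ± 3.15 CPM (SD, n = 3) in WT and at 3.28 ± 1.14, 12.4 ± 1.01 and 8.56 ± 1.36 CPM in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi (log2 fold change -2.89, -0.96 and -1.49; adjusted p = 6.72e-06, 0.00442 and 0.000276 from edgeR). FIG4 lies from 4465174 to 4468022 and was at 38.7 ± 3.19 CPM in WT, with log2 fold changes of 0.12, 0.02 and 0.06 (standard error 0.09 in each; adjusted p = 0.315, 0.866 and 0.595 from edgeR). The files hold both Dp, a partner of E2F on 2R from 13222433 to 13228202, and dp, a gene of the apical matrix on the minus strand of 2L from 4477462 to 4614300, whose 3′ end lies next to ine. dp, added after its values were seen, was at 9.08 ± 1.21 CPM in WT and rose by 1.08, 1.08 and 0.97 on the log2 scale (adjusted p = 0.00864, 0.00868 and 0.0119 from edgeR). Dp fell from 424 ± 11.6 CPM (log2 fold change -0.74, -0.62 and -0.84; adjusted p = 0.0112, 0.0257 and 0.00473 from edgeR), and its call in Cp190 RNAi Chro RNAi is lost when any 1 WT or Cp190 RNAi Chro RNAi library is left out. ine, FIG4 and dp lie in 1 TAD of 351, 235 and 353 kb in the 3 knockdowns.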

The relationship between changes in gene expression and compartment switching is complex, and often compartment switching cannot be explained by a majority of genes changing expression in the same direction. Note that RNA-seq libraries capture only poly(A) transcripts and do not include other transcripts such as eRNAs or lncRNAs, which could potentially contribute to compartment switching.

## Discussion

The enrichment of architectural proteins at TAD borders raises the question of whether they have a functional role in TAD organization or whether their colocalization with borders is correlative in nature. In mammalian systems, depletion of CTCF or cohesin disrupts TADs (Zuin et al. 2014; Nora et al. 2017; Schwarzer et al. 2017). In *Drosophila*, several architecture proteins (including BEAF-32, Chro, and Cp190) are enriched at TAD borders, but their functional role at TAD borders has not previously been investigated (Van Bortle et al. 2014; El-Sharnouby et al. 2017; Hug et al. 2017; Ramírez et al. 2018; Chathoth and Zabet 2019; Matthews and White 2019). Our results confirm that the architectural proteins are essential for TAD borders and their depletion results in reorganization of TADs. In particular, we found that TAD borders mainly found in mostly silenced regions of the genome (located in the B compartment and displaying moderate enrichment of heterochromatin and GRBs and depletion of active histone modifications) are lost upon depletion of BEAF-32 or Cp190 and Chro. Cp190 and Chro cannot bind independently to DNA, but are recruited, mainly by BEAF-32 (Vogelmann et al. 2014). The majority of the lost borders are common between the *BEAF-32* knockdown and *Cp190* and *Chro* double knockdown, but there are also borders that are specific to each knockdown.

Furthermore, we identify a subset of TAD borders that are not affected by the depletion of BEAF-32, Cp190, and Chro. These borders are enriched in cohesin and Mediator complex and also in CTCF and Trithorax-group (fs(1)h, E(bx), Iswi, mod[mdg4], ash1, and Trl). This supports a model where several complexes are redundant and can compensate for the loss of BEAF-32, Cp190, or Chro. However, 70% of TAD borders that are maintained have retained binding of BEAF-32 and/or Cp190 upon the depletion of these architectural proteins (see Supplemental Fig. S4B,C).

Finally, Dref shares a similar binding motif to BEAF-32, which suggests that it could potentially replace it following *BEAF-32* knockdown. Our *BEAF-32 Dref* double knockdown results in a larger number of TAD borders being lost, supporting the model in which Dref compensates the loss of BEAF-32. The borders that are specifically lost in the *BEAF-32* and *Dref* double knockdown are borders displaying binding of BEAF-32, Cp190, and/or Chro, and thus Dref would provide redundancy for partial loss of BEAF-32.

To investigate that the effects we observe in 3D chromatin organization are not a reflection of cell cycle arrest (Gibcus et al. 2018; Ramírez et al. 2018) but are due to the knockdown of architectural proteins, we have performed a FACS analysis. This showed that none of our knockdowns lead to changes in the cell cycle progression (Supplemental Fig. S1E), thus confirming that the changes in 3D chromatin organization are not caused by cell cycle arrest.

Altogether, our results confirm that, whereas the majority of TAD borders are enriched in enhancers or active TSSs, there are two classes of TAD borders: (1) TAD borders located in euchromatin; and (2) TAD borders located in heterochromatin. Whereas the former are maintained upon depletion of BEAF-32, Cp190, and Chro, the latter are lost. This classification of TAD borders is additionally supported by the preferential localization of maintained borders in the A compartment (active chromatin) and of lost and new borders in the B compartment (repressive chromatin) (see Supplemental Fig. S15A).

The enrichment of divergent transcription at TAD borders that are maintained in the two knockdowns, when coupled with the lack of enrichment for Top2 at these borders, possibly indicates that negative supercoiling accumulates at these TAD borders, which may be due to active transcription. This negative supercoiling is not relaxed due to lack of Top2. When negative supercoiling accumulates at maintained borders, positive supercoiling may accumulate inside TADs, which indicates a role for supercoiling in TAD borders (Benedetti et al. 2017; Björkegren and Baranello 2018). Due to a lack of divergent transcription at lost borders, there is no accumulation of negative supercoiling at these TAD borders and the reduced levels of Top2 will not have an effect. Nevertheless, the role of supercoiling at TAD borders requires further investigation with direct measurement of supercoiling.

The detection of the maintained and lost TAD borders was performed following a robust analysis using five filtering steps to select lost or maintain TAD borders. First, we detected TAD borders using two thresholds: a stringent threshold for strong borders; and a less stringent one for weaker borders. Second, to account for differences in Hi-C libraries, for strong and weak borders separately, we selected robust TAD borders as borders that are still detected after the Hi-C libraries are down-sampled by 20%. Third, for each knockdown, we defined lost borders to be those strong robust TAD borders in WT that have not been identified as strong or weak borders in the knockdowns. Similarly, we defined maintained borders as strong robust TAD borders in WT that are detected as strong robust TAD borders in the knockdowns. Fourth, our analysis focused on the maintained and lost borders that are common between the *BEAF-32* single knockdown and *Cp190* and *Chro* double knockdown. Fifth, we selected as direct maintained and lost borders the common maintained and lost TAD borders that displayed a BEAF-32, Cp190, and/or Chro ChIP peak in their vicinity. Altogether, this analysis supports that our results are robust. It is worthwhile noting that many TAD reorganizations are observed because of the noisy nature of Hi-C data. To account for this, we focused our analysis on the higher confidence TAD border changes. Thus, in our analysis, the number of TAD borders that are robustly detected as maintained or lost is a small subset (∼25% of the strong borders) compared to the TAD borders that are fuzzy or weakened.

### TAD reorganization and transcription

We identified between approximately 600 and 800 differentially expressed genes in the three knockdowns, and the majority of those are located within TADs that lost one or both borders or shifted the position of the borders (more than 89%). We also found that there are more statistically significant DEGs than expected by chance in reorganized TADs; however, this is mainly the case when TAD borders move more than 2 kb away from their WT position (Supplemental Fig. S6B). This indicates that usually strong TAD reorganization is coupled with significant changes in gene expression. Nevertheless, there are also examples where discrete changes in TAD borders correspond to changes in gene expression (Mateo et al. 2019; Arzate-Mejía et al. 2020). For the *Cp190* and *Chro* double knockdown, we did not see a statistically significant association between DEGs in reorganized TADs (Supplemental Fig. S6B). This can be explained by the fact that these two proteins are also recruited to the DNA by other proteins that would not be involved in TAD border organization (Schwartz et al. 2012). In this case, a subset of DEGs in the *Cp190* and *Chro* double knockdown are not associated with reorganization of TADs and, thus, the statistical significance of association of DEG and reorganization of TADs is reduced.

We also observed more up-regulated genes than down-regulated, which suggests that TADs have a role in maintaining a repressed state of chromatin. Down-regulation of genes in these knockdowns can be explained by the loss of TAD borders in heterochromatin. Previous work in *Drosophila* did not identify any connection between changes in TADs and changes in gene expression (Ghavi-Helm et al. 2019). These contradicting results can be explained by the stronger reorganization of the TADs in our knockdowns compared to the TADs reorganization observed on the balancer chromosomes. Recently, it was shown that there are significant changes in gene expression corresponding to reorganization of TADs in human cancers, but only 14% of changes in TAD organization result in strong changes in gene expression (more than twofold) (Akdemir et al. 2020). Our findings are consistent with these results and emphasize that the functional role of TAD organization is conserved between species.

One question that is still unanswered is whether the changes in gene expression are caused by the changes in TAD organization or whether depletion of architectural proteins affects transcription, causing the observed changes in TAD organization. Previous studies showed that TADs appear together with transcription activation in the *Drosophila* zygote, indicating a functional role of transcription in TAD formation, but blocking transcription elongation only marginally affects TADs in the *Drosophila* embryo (Hug et al. 2017). Furthermore, a 10- to 20-fold activation of transcription using the CRISPR-Cas9 system in mouse neuronal progenitor cells was not sufficient to induce TAD boundary formation (Bonev et al. 2017). Results from these alternative approaches suggest that changes in gene expression do not lead to reorganization of TADs, but further work to confirm this is needed.

### Chromatin loops and gene regulation

Our analysis revealed that the chromatin loops in *Drosophila* can be classified into three large classes: (1) BEAF-32 with Chro and/or Cp190; (2) Mediator complex; and (3) Polycomb (Fig. 5D; Supplemental Fig. S13). Previous work reported that chromatin loops in *Drosophila* are controlled by Polycomb (Eagen et al. 2017), but our results show that Polycomb loops are just a small subset compared to Chro/Cp190 and Mediator complex loops. Depleting Chro/Cp190 or BEAF-32 (protein that recruits Chro/Cp190 to DNA) results in the loss of loops, mainly those loops displaying weaker Chro/Cp190 enrichment, suggesting concentration-dependent control. Chro and Cp190 were shown to be involved in long-range interactions in *Drosophila* (Vogelmann et al. 2014), and our results confirm that the majority of chromatin loops in *Drosophila* are controlled by these proteins. We also found enrichment of cohesin and CTCF at chromatin loops, indicating that they might have a role in chromatin loop formation in *Drosophila* (Rao et al. 2014; Rhodes et al. 2020). In particular, half of maintained loops lose BEAF-32 and/or Cp190 binding upon knockdown, indicating that CTCF and cohesin could play a role in the maintenance of these loops.

Some interactions between specific DNA regions identified in the contact maps are shown to arise from promoter-enhancer loops (a chromatin loop having an enhancer at one end and a promoter at the other) (Noordermeer et al. 2014). In *Drosophila* BG3 cells, we found that only 10% of the chromatin loops are promoter-enhancer loops, and one possible explanation for this is that the annotation of enhancers is not comprehensive (Muerdter et al. 2018). Even if this is the case, only approximately half of the loops have promoters at one end, indicating that majority of interactions are not regulatory in nature (Sanyal et al. 2012; Javierre et al. 2016; Zheng et al. 2019). Furthermore, when a promoter has a 3D contact with a regulatory sequence, <10% of genes display differential expression when the contact is lost, but the same is true at maintained loops. This suggests that the presence of chromatin loops would not be essential for controlling gene transcription in the majority of cases (Atlasi et al. 2019; Rhodes et al. 2020; Espinola et al. 2021; Ing-Simmons et al. 2021).

## Methods

### Cell culture and knockdown

*Drosophila* BG3 cells were cultured at 25°C in Schneider's insect medium (Sigma-Aldrich), supplemented with 10% FBS (Labtech), 10 mg/L insulin (Sigma-Aldrich I9278) and the antibiotic Pen-Strep. Primer sequences for Cp190, Chro, and BEAF-32 dsRNAi were obtained from the *Drosophila* RNAi Screening Center database (https://www.flyrnai.org/up-torr/) (see Supplemental Table S5). The primers with T7 promoter sequence were used to amplify the IVT templates from wild-type genomic DNA using a Dream Taq DNA Polymerase kit (Thermo Fisher Scientific EP0703). The PCR products were checked by electrophoresis and purified using a FastGene PCR Purification kit (Fastgene). The purified PCR products were then used as templates to synthesis dsRNA using the MEGAscript T7 kit (Invitrogen AM1334) according to the manufacturer's recommendations. The BG3 cells were transfected with 50 µg of dsRNA using FuGENE (Promega) according to the manufacturer's protocol. Cells were harvested after 72 h and processed for downstream experiments accordingly.

### Western blot

Cells were pelleted, washed in PBS, and resuspended in SDS PAGE loading buffer, at a concentration of 40,000 cells per µL, sonicated, and boiled for 4 min. Five microliters of lysate were loaded on a 10% polyacrylamide gel. The proteins were transferred onto nitrocellulose and saturated 1 h with 5% skimmed milk (or 1% BSA for the Chro antibody) in PBS Tween 0.1%. The blots were incubated overnight with anti-BEAF-32 (Blanton et al. 2003) (1/200), anti-Chro (Rath et al. 2004) (1/200), anti-Cp190 (Whitfield et al. 1988) (1/5000), or anti-Dref (Hirose et al. 1996) (1/5000). Secondary antibodies (peroxidase anti-rabbit for Cp190 and Dref and peroxidase anti-mouse for BEAF and Chro) were incubated at a 1/10,000 dilution. They were visualized with Pierce ECL western blotting substrate using the Fujifilm LAS4000 gel imaging system. Anti-BEAF-32 (AB_1553420) and anti-Chro (12H9-4A2; AB_2721936) were purchased from Developmental Studies Hybridoma Bank, and anti-Cp190 (Whitfield et al. 1988) and anti-Dref (Hirose et al. 1996) were kindly provided by Dr. Rob White and Dr. Professor Masa Yamaguchi, respectively.

### FACS

Cells were pelleted, washed in PBS, and resuspended in 50% ethanol in PBS and stored until analysis at 4°C. On the day of the analysis, cells were pelleted, washed in PBS, and resuspended in FACS PI buffer (PBS, 01% Triton X-100, 100 µg/mL RNase, and 50 µg/mL propidium iodide) at a concentration of 10^6^ cells/mL. The cell cycle profile was analyzed with the Guava easycyte HT flow cytometer using the Incyte software and FlowJo. For each sample, 15,000 cells were analyzed.

### In situ Hi-C protocol

Hi-C libraries were generated from 10 million cells by following the in situ Hi-C protocol as mentioned in Chathoth and Zabet (2019). Briefly, crosslinked cells were lysed, and the genome was digested using DpnII (NEB) overnight. The overhangs were filled with Biotin-16-dATP (Jena Bioscience) followed by ligation and de-crosslinking with Proteinase K digestion. The sample was further sonicated using Bioruptor. Biotinylated DNA was pulled down using Dynabeads MyOne Streptavidin T1 beads (Invitrogen 65602). Selected biotinylated DNA fragments ranging from 200 to 500 bp were then ligated with Illumina adaptors (NEB). The libraries obtained from biological replicates were multiplexed and further sequenced at the Oxford Genomics Centre and Edinburgh Genomics (Genepool) using HiSeq 4000.

### Hi-C analysis

Each pair of the PE reads was aligned separately to the *Drosophila melanogaster* (dm6) genome (Adams et al. 2000; dos Santos et al. 2015) using BWA-MEM (Li and Durbin 2010) (with options -t 20 -A1 -B4 -E50 -L0). HiCExplorer was used to build and correct the contact matrices and detect TADs and enriched contacts (Ramírez et al. 2018). The contact matrices were built using the DpnII restriction sites. We also used 100-kb bins for plotting Supplemental Figure S2 only and 10-kb for compartments (Rowley et al. 2017). Using a minimum allowed distance between restriction sites of 150 bp and a maximum distance of 1000 bp, we obtained a matrix with 217,638 bins with a median width of 529 bp. After filtering, we obtained between 18 M and 65 M valid pairs (see Supplemental Table S1). Note that the number of reads and valid pairs used in this study are within values successfully used for previous work in *Drosophila* cells to detect TADs, chromatin loops, and compartments; for example, Cubeñas-Potts et al. (2017), Ramírez et al. (2018), and Chathoth and Zabet (2019). In addition, we also showed that these libraries are robust to down-sampling (Supplemental Fig. S3A; Chathoth and Zabet 2019). The matrices were corrected using the thresholds in Supplemental Table S2, where values were selected from the diagnostic plots (Supplemental Fig. S16). By using the corrected contact matrices, we detected TADs of at least 5-kb width using a *P*-value threshold of 0.01, a minimum threshold of the difference between the TAD-separation score of 0.04, and FDR correction for multiple testing (‐‐step 2000, ‐‐minBoundaryDistance 5000 ‐‐pvalue 0.01 ‐‐delta 0.04 ‐‐correctForMultipleTesting fdr). We selected these parameters to ensure that we recover a similar number of TADs as previously reported (Chathoth and Zabet 2019). Finally, we called strong TAD borders using a stringent value of the threshold of the difference between the TAD separation score of 0.08. This value ensured that we retrieved the strongest half of TADs. The enriched contacts were extracted with HiCExplorer using the observed/expected ratio method.

### Chromatin loops

Chromatin loops were called with the HiCCUPS tool from the Juicer software suite (Durand et al. 2016) on all knockdowns as done previously (Chathoth and Zabet 2019). Loops were called using a 2-kb resolution, 0.05 FDR, Knight-Ruiz normalization, a window of 10, peak width of 5, thresholds for merging loops of 0.02, 1.5, 1.75, 2, and distance to merge peaks of 20 kb (-k KR -r 2000 -f 0.05 -p 5 -i 10 -t 0.02,1.5,1.75,2 -d 20000).

### Compartments

Compartments were called as described in Lieberman-Aiden et al. (2009), Chathoth and Zabet (2019), and Rowley et al. (2019). More specifically, we used Juicer (Durand et al. 2016) to compute the eigenvectors in 10-kb bins for all conditions (Chathoth and Zabet 2019). The sign of the correlation between the GC content and eigenvectors was used to flip the sign of the eigenvector (Imakaev et al. 2012). Bins with negative eigenvalues were assigned as a B compartment, whereas bins with positive eigenvalues were assigned as an A compartment. Chromosomes 4 and Y are relatively small, making the compartments call difficult, and thus we excluded them from the compartment analysis.

### Saddle plot and compartmentalization strength

We use the procedure similar to Naumova et al. (2013). We rank each genomic region by their eigenvector value over 30 percentile bins. Note that we only included regions that fall in the [2.5%, 97.5%] quantile interval to eliminate the effect of outliers. We then calculate the mean value over intra-arm Pearson's correlation values between regions with different percentiles. To make matrices comparable and generate saddle plots, we normalized averaged matrices using the absolute maximum values over WT and all three knockdowns. The compartment strength is calculated as the ratio of homotypic A-A and B-B interactions to heterotypic A-B and B-A interactions (Abramo et al. 2019). The ratio is calculated using the averaged signals over corner submatrices of 10 × 10 bins. Note that the compartment strength ratio uses nonnormalized signal.

### Definition of housekeeping genes

We identified 113 strong TAD borders that are conserved between Kc167 WT (Chathoth and Zabet 2019), BG3 WT, BG3 *BEAF-32*^RNAi^, BG3 *Cp190*^RNAi^ *Chro*^RNAi^, and 186 genes that are within 5 kb of these borders. We then identified expression levels for 181 of them in 85 samples (tissues, cells, conditions, or developmental stages) (Brown et al. 2014) and classified genes as housekeeping if their expression was in the top 40th percentile in all 85 samples (Corrales et al. 2017).

### RNA extraction and sequencing

RNA extraction was carried out using TRIzol according to the manufacturer's instructions. RNA was further DNase-treated and purified using an RNeasy Mini kit (Qiagen) following the manufacturer's protocol. RNA was assessed qualitatively and quantitatively using Quibit and Bioanalyzer 2100 (Agilent). Poly(A) RNA selection, library preparation, and sequencing were carried out by Novogene.

### RNA-seq analysis

Reads were first trimmed using Trimmomatic (v0.39) (Bolger et al. 2014) and then aligned to the *Drosophila melanogaster* (dm6) genome (Adams et al. 2000; dos Santos et al. 2015) using TopHat2 (v2.1.2) (Kim et al. 2013) with Bowtie 2 (v2.3.4.1) (Supplemental Table S3; Langmead and Salzberg 2012). Finally, we used Picard tools (http://broadinstitute.github.io/picard/) to deduplicate reads, HTseq (Anders et al. 2015) to count reads, and then DESeq2 (Love et al. 2014) to detect differential expressed genes. For DESeq2 we selected transcripts with at least 10 reads and used a *P*-value threshold of 0.05 and a log_2_FC threshold of 2.0 (for compartments and loops, we reduced the log_2_FC threshold to 1.0). A previous work used Affymetrix GeneChip expression analysis to quantify changes in transcription upon *BEAF-32* knockdown in BG3 cells, and they observed negligible changes in gene expression (Schwartz et al. 2012). Using RNA-seq, we found a larger number of genes displaying differential expression, but this can be explained by the increased sensitivity of RNA-seq.

### Analysis of differentially and nondifferentially expressed genes

We removed all genes that were not expressed in WT or any of the knockdowns, and then we split the genome on short regions belonging to single WT TADs or knockdown TADs. Each region was classified as follows: (1) conserved two borders if both borders of the WT TAD that contains this region are conserved; (2) conserved one border if only one of the borders moved >2 kb compared to WT position; (3) knockdown specific borders if both borders moved >2 kb compared to their WT position; and (4) fuzzy borders if both borders moved <2 kb compared to their WT position. We then performed a permutation test using the regioneR package with 1000 permutations (Gel et al. 2016).

### Pol II pausing index

We followed the method from Ramírez et al. (2018) and computed the pausing index as the ratio of the mean Pol II ChIP signal over the promoter and over the gene body. The promoter region was selected from 200 bp upstream to 50 bp downstream of the TSS and the gene body from 50 bp upstream to the gene end. Values of 0 and below were discarded.

### TF motif analysis

For BEAF-32 and Dref, we selected their corresponding motifs from MotifDb (see Supplemental Fig. S4I; https://bioconductor.org/packages/release/bioc/html/MotifDb.html). Using the ChIPanalyser Bioconductor package (Zabet and Adryan 2015; Martin and Zabet 2020), we computed the PWM sites within 2 kb of the TAD border, and, in order to include medium strength binding sites, we used a PWM threshold of 0.85.

### Occupancy heat maps

ChIP-chip data were extracted within 5 kb windows around TAD borders and winsorized (cut-off selected as the 5% quantile of negative signals and 95% quantile of positive signals), then positive signals were normalized to (0;1) and plotted. DNase-seq data were processed similarly except the negative cut-off was selected as 0 and the positive cut-off as the 75%-quantile. 3′NT-seq data was processed similarly except that negative signals were also normalized to the (-1;0) interval and plotted. All profiles were reordered with respect to the decreasing order of BEAF-32 signal summarized over a 5-kb window.

### Occupancy clustering analysis

Raw occupancy heat map signals were summarized over a 5-kb window for each TAD border. The cut-off (12.758) is defined as the 50% quantile of positive sums collected across all data sets. To separate into clusters, the following set of rules applied: (1) no signal when second and third quantiles were less than 0; (2) extra low signal when second quantile was less than 0 but third quantile was greater than 0; (3) low signal when second and third quantiles were between 0 and cut-off; (4) medium signal when second quantile was between 0 and cut-off but third quantile was greater than cut-off; (5) high signal when first quantile was less than cut-off but second quantile was greater than cut-off; and (6) extra high signal when first quantile was greater than cut-off.

### Data sets

The full list of data sets used can be found in Supplemental Tables S6–S11.

ChIP-chip: We used the ChIP-chip data sets generated and preprocessed (M values smoothed over 500 bp) by the modENCODE Consortium (Riddle et al. 2011; Schwartz et al. 2012). The fs(1)h, MED1, MED30, NippedB, vtd, SA, and SMC1 ChIP-chip data sets were downloaded from Pherson et al. (2019). To call peaks for MED1 and vtd, we first trimmed the reads using Trimmomatic (Bolger et al. 2014) (0.38), merged the two replicates (38.4 M and 16.7 M reads, respectively), aligned them to the genome using Bowtie 2 (Langmead and Salzberg 2012) (using default parameters and achieving >94% alignment rate), and then used MACS2 (Zhang et al. 2008) for peak calling (Q-value of 0.05 and using the corresponding input ChIP).

In some cases, we merged several ChIP peaks data sets: BEAF-32 (NCBI Gene Expression Omnibus [GEO; https://www.ncbi.nlm.nih.gov/geo/] accesion numbers GSE32775, GSE20811, GSE32773, and GSE32774), Cp190 (GEO accesion numbers GSE32776, GSE20814, and GSE32816), and CTCF (GEO accesion numbers GSE20767, GSE32783, and GSE32782).

DNase-seq: We used preprocessed DNase-seq profiles from the modENCODE Consortium (Kharchenko et al. 2011).

3′NT-seq: We used preprocessed 3′NT-seq in BG3 cells (GEO accesion number GSE100545) from Pherson et al. (2017).

## Data access

All Hi-C and RNA-seq data sets from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE147059. The pipeline for Hi-C data analysis and RNA-seq is available as Supplemental Code.

## Supplementary Material

Supplemental Material

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

The role of insulators and transcription in 3D chromatin organization of flies — Supplemental Material 

# The role of insulators and transcription in 3D chromatin organization of flies

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Fig\_S11.pdf
- Supplemental\_Fig\_S12.pdf
- Supplemental\_Fig\_S13.pdf
- Supplemental\_Fig\_S14.pdf
- Supplemental\_Fig\_S15.pdf
- Supplemental\_Fig\_S16.pdf
- Supplemental\_Table\_S1.docx
- Supplemental\_Table\_S2.docx
- Supplemental\_Table\_S3.docx
- Supplemental\_Table\_S4.docx
- Supplemental\_Table\_S5.docx
- Supplemental\_Table\_S6.docx
- Supplemental\_Table\_S7.docx
- Supplemental\_Table\_S8.docx
- Supplemental\_Table\_S9.docx
- Supplemental\_Table\_S10.docx
- Supplemental\_Table\_S11.docx
- Supplemental\_code.zip

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

A**strong new borders**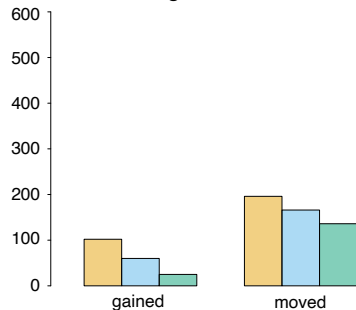

	gained	moved
BG3BEAF-32 -	102	196
BG3Cp190-Chro -	60	166
BG3BEAF-32 -Dref -	25	136

B**weak new borders**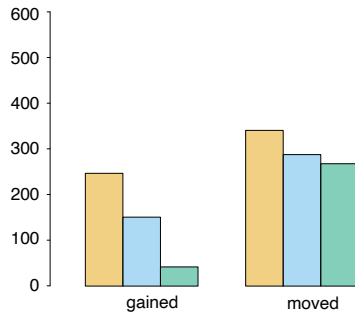

	gained	moved
BG3BEAF-32 -	247	341
BG3Cp190-Chro -	151	288
BG3BEAF-32 -Dref -	42	268

C**all new borders**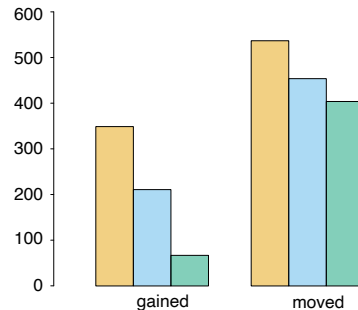

	gained	moved
BG3BEAF-32 -	349	537
BG3Cp190-Chro -	211	454
BG3BEAF-32 -Dref -	67	404

Figure S5. *Classification of new TAD borders in the knockdowns.* New borders in the three knockdowns (BEAF-32 knockdown, Cp190 Chro double knockdown and BEAF-32 Dref double knockdown) can be gained as a consequence appearing inside a WT TAD (splitting a TAD) or moved when they correspond to relocation of a WT TAD border. We considered the cases of: (A) new strong borders; (B) new weak borders; (C) all new borders.

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

A**BG3BEAF-32⁻**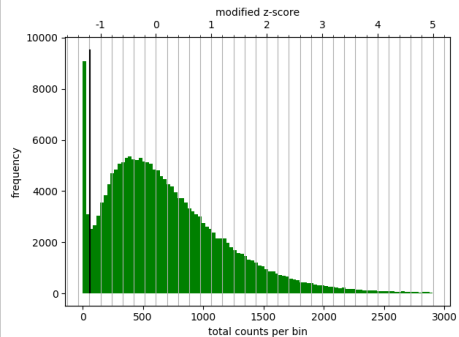**B****BG3Cp190⁻ Chro⁻**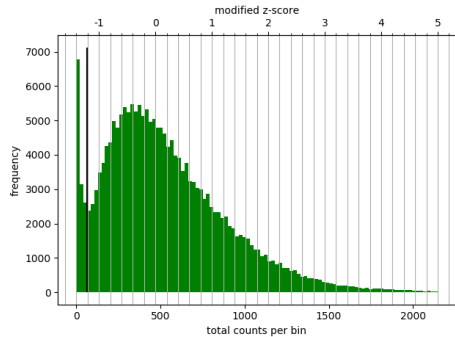**C****BG3BEAF-32⁻ Dref⁻**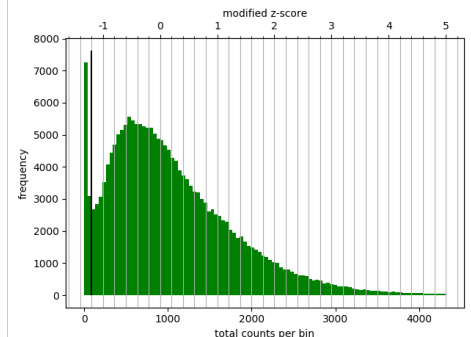

Figure S16. *Diagnostic plots for correction of Hi-C plots from HiCExplorer.* Histograms of the sum of contact per bin in (A) BEAF-32 single knockdown, (B) Cp190 Chro double knockdown and (C) BEAF-32 Dref double knockdown. The vertical black line represents the lower threshold for removing bins with lower number of reads.

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S1:** *Metrics from analysis of Hi-C library sequencing*

| Sample | Library size | Source | Total reads | mappable, unique and high quality | | Pairs used | Inter-chromosomal | short range (<20kb) | long range |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BG_WT_  replicate 1 | 100% | GSE122603 | 151,493,083 | 101,206,098 | | 42,160,814 | 7,157,538 | 12,969,585 | 22,033,691 |
| BG_WT_  replicate 2 | 100% | GSE122603 | 147,730,225 | 95,703,042 | | 42,999,219 | 7,851,274 | 13,180,675 | 21,967,270 |
| BG_BEAF-32_^-^ replicate 1 | 100% | this study | 172,597,536 | 69,859,110 | | 32,240,219 | 4,463,615 | 9,357,013 | 18,419,591 |
| BG_BEAF-32_^-^ replicate 2 | 100% | this study | 156,655,569 | 81,740,811 | | 41,458,552 | 5,690,882 | 11,839,584 | 23,928,086 |
| BG_Cp190_^-^ _Chro_^-^ replicate 1 | 100% | this study | 214,736,070 | 146,124,131 | | 65,278,295 | 8,846,046 | 18,151,528 | 38,280,721 |
| BG_Cp190_^-^ _Chro_^-^ replicate 2 | 100% | this study | 167,983,753 | 104,046,976 | | 45,830,412 | 6,142,658 | 13,111,506 | 26,576,248 |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 1 | 100% | this study | 197,221,569 | 107,472,262 | | 37,738,037 | 5,085,390 | 9,902,103 | 22,750,544 |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 2 | 100% | this study | 190,654,840 | 53,234,566 | | 18,645,676 | 2,462,801 | 5,210,579 | 10,972,296 |
| Kc167_WT_  replicate 1 | 100% | GSE122603 | 152,371,706 | 98,701,754 | | 49,712,803 | 3,532,342 | 16,386,181 | 29,794,280 |
| Kc167_WT_  replicate 2 | 100% | GSE122603 | 188,531,576 | 117,170,016 | | 61,211,572 | 4,522,842 | 17,549,275 | 39,139,455 |
| BG_WT_  replicate 1 - 80% | 80% | GSE122603 | 121,195,638 | | 81,045,523 | 34,528,646 | 5,857,796 | 10,713,800 | 17,957,050 |
| BG_WT_  replicate 2 - 80% | 80% | GSE122603 | 118,173,473 | | 76,656,728 | 35,462,491 | 6,480,416 | 10,908,557 | 18,073,518 |
| BG_BEAF-32_^-^ replicate 1 - 80% | 80% | this study | 138,073,566 | | 55,898,357 | 26,805,854 | 3,703,534 | 7,833,118 | 15,269,202 |
| BG_BEAF-32_^-^ replicate 2 - 80% | 80% | this study | 125,326,239 | | 65,443,211 | 33,860,610 | 4,647,796 | 9,764,035 | 19,448,779 |
| BG_Cp190_^-^ _Chro_^-^ replicate 1 - 80% | 80% | this study | 171,799,624 | | 117,064,857 | 53,376,413 | 7,234,167 | 14,861,363 | 31,280,883 |
| BG_Cp190_^-^ _Chro_^-^ replicate 2 - 80% | 80% | this study | 134,385,744 | | 83,338,488 | 37,245,423 | 4,993,379 | 10,680,858 | 21,571,186 |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 1 - 80% | 80% | this study | 157,771,608 | | 86,029,067 | 31,775,241 | 4,278,328 | 8,338,702 | 19,158,211 |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 2 - 80% | 80% | this study | 152,530,267 | | 42,612,149 | 15,651,046 | 2,066,595 | 4,379,973 | 9,204,478 |
| Kc167_WT_  replicate 1 - 80% | 80% | GSE122603 | 121,887,879 | | 78,989,128 | 40,649,289 | 2,888,640 | 13,471,045 | 24,289,604 |
| Kc167_WT_  replicate 2 - 80% | 80% | GSE122603 | 150,825,628 | | 93,798,562 | 50,505,474 | 3,752,258 | 14,525,871 | 32,227,345 |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S2:** *Parameters for the correction of Hi-C matrices and the number of TADs*

| Sample | Library Size | Threshold DpnII | Threshold 10 Kb | Threhsold 100 Kb | Number of TAD borders | Number of strong TAD border |
| --- | --- | --- | --- | --- | --- | --- |
| BG_WT_  replicate 1 | 100% | [-1.4, 5] | [-1.4, 5] | [-2.4, 5] |  |  |
| BG_WT_  replicate 2 | 100% | [-1.4, 5] | [-1.4, 5] | [-2.4, 5] |  |  |
| BG_WT_  merged | 100% | [-1.4, 5] | [-1.4, 5] | [-2.4, 5] | 2260 | 989 |
| BG_BEAF-32_^-^ replicate 1 | 100% | [-1.0, 5] | [-0.8, 5] | [-1.9, 5] |  |  |
| BG_BEAF-32_^-^ replicate 2 | 100% | [-1.2, 5] | [-1.4, 5] | [-2.2, 5] |  |  |
| BG_BEAF-32_^-^ merged | 100% | [-1.2, 5] | [-1.4, 5] | [-2.2, 5] | 2557 | 1136 |
| BG_Cp190_^-^ _Chro_^-^ replicate 1 | 100% | [-1.2, 5] | [-1.4, 5] | [-2.4, 5] |  |  |
| BG_Cp190_^-^ _Chro_^-^ replicate 2 | 100% | [-1.2, 5] | [-1.4, 5] | [-2.4, 5] |  |  |
| BG_Cp190_^-^ _Chro_^-^ merged | 100% | [-1.2, 5] | [-1.4, 5] | [-2.4, 5] | 2163 | 869 |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 1 | 100% | [-1.2, 5] | [-1.4, 5] | [-2.4, 5] |  |  |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 2 | 100% | [-1.2, 5] | [-1.4, 5] | [-2.4, 5] |  |  |
| BG_BEAF-32_^-^ _Dref_^-^ merged | 100% | [-1.2, 5] | [-1.4, 5] | [-2.4, 5] | 1417 | 441 |
| Kc167_WT_  replicate 1 | 100% | [-1.4, 5] | [-1.4, 5] | [-2.6, 5] |  |  |
| Kc167_WT_  replicate 2 | 100% | [-1.4, 5] | [-2.0, 5] | [-3.0, 5] |  |  |
| Kc167_WT_  merged | 100% | [-1.4, 5] | [-1.6, 5] | [-3.0, 5] | 2512 | 1306 |
| BG_WT_  replicate 1 - 80% | 80 % |  |  |  |  |  |
| BG_WT_  replicate 2 - 80% | 80 % |  |  |  |  |  |
| BG_WT_  merged - 80% | 80 % | [-1.4, 5] |  |  | 2179 | 902 |
| BG_BEAF-32_^-^ replicate 1 - 80% | 80 % |  |  |  |  |  |
| BG_BEAF-32_^-^ replicate 2 - 80% | 80 % |  |  |  |  |  |
| BG_BEAF-32_^-^ merged - 80% | 80 % | [-1.2, 5] |  |  | 2493 | 1074 |
| BG_Cp190_^-^ _Chro_^-^ replicate 1 - 80% | 80 % |  |  |  |  |  |
| BG_Cp190_^-^ _Chro_^-^ replicate 2 - 80% | 80 % |  |  |  |  |  |
| BG_Cp190_^-^ _Chro_^-^ merged - 80% | 80 % | [-1.2, 5] |  |  | 2051 | 776 |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 1 - 80% | 80 % |  |  |  |  |  |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 2 - 80% | 80 % |  |  |  |  |  |
| BG_BEAF-32_^-^ _Dref_^-^ merged - 80% | 80 % | [-1.2, 5] |  |  | 1346 | 416 |
| Kc167_WT_  replicate 1 - 80% | 80 % |  |  |  |  |  |
| Kc167_WT_  replicate 2 - 80% | 80 % |  |  |  |  |  |
| Kc167_WT_  merged - 80% | 80 % | [-1.4, 5] |  |  | 2479 | 1229 |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S3:** *Metrics from analysis of RNA-seq library sequencing*

| Sample | Total reads | After trimming | Aligned pairs | Concordant alignment rate | Multiple alignments | DEG(log_2_FC=2.0) |
| --- | --- | --- | --- | --- | --- | --- |
| BG_WT_  replicate 1 | 24,486,765 | 23,334,081 | 19,022,098 | 80.2% | 15.9% |  |
| BG_WT_  replicate 2 | 24,953,334 | 23,902,047 | 19,891,746 | 82.0% | 14.9% |  |
| BG_WT_  replicate 3 | 25,765,693 | 24,761,665 | 20,804,226 | 82.4% | 15.3% |  |
| BG_BEAF-32_^-^ replicate 1 | 22,783,325 | 21,691,464 | 17,512,866 | 78.8% | 20.5% | 596 |
| BG_BEAF-32_^-^ replicate 2 | 26,110,498 | 25,485,051 | 21,761,711 | 83.6% | 20.1% |  |
| BG_BEAF-32_^-^ replicate 3 | 22,390,841 | 21,402,262 | 17,408,320 | 78.5% | 29.1% |  |
| BG_Cp190_^-^ _Chro_^-^ replicate 1 | 29,595,777 | 27,953,418 | 22,271,222 | 77.6% | 22.5% | 687 |
| BG_Cp190_^-^ _Chro_^-^ replicate 2 | 25,622,361 | 24,395,295 | 19,674,867 | 78.6% | 21.8% |  |
| BG_Cp190_^-^ _Chro_^-^ replicate 3 | 33,314,606 | 32,443,121 | 27,496,068 | 82.9% | 21.6% |  |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 1 | 30,470,304 | 29,551,901 | 25,119,383 | 83.1% | 23.8% | 810 |
| 0BG_BEAF-32_^-^ _Dref_^-^ replicate 2 | 21,519,093 | 20,564,923 | 17,119,372 | 81.2% | 24.2% |  |
| BG_BEAF-32_^-^ _Dref_^-^ replicate 3 | 25,156,762 | 23,927,406 | 19,266,708 | 77.9% | 25.0% |  |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S4:** *Classification of genes located at maintained TAD borders*. We considered all maintained TAD borders that are common between BEAF-32 single mutant and Cp190 and Chro double mutant and that are also present in Kc167 cells (159 borders). We selected all genes within 5 Kb (257) and then identified their expression levels in 85 tissues/developmental times or cell lines (252 genes). Genes that were expressed in 40th percentile of expression in all 85 samples were classified as house keeping genes.

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S5:** *Primer sequences used for RNAi and RT-qPCR.*

| **RNAi primer sequences** | |
| --- | --- |
| BEAF-32_F(RNAi) | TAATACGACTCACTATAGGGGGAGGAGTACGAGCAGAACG |
| BEAF-32_R(RNAi) | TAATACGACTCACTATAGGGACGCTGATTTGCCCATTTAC |
| Chro_F(RNAi) | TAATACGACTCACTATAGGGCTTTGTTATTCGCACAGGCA |
| Chro_R(RNAi) | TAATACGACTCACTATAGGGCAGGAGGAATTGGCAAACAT |
| Cp190_F(RNAi) | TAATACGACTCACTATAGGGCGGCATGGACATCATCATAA |
| Cp190_R(RNAi) | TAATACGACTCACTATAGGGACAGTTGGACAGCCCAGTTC |
| Dref_F(RNAi) | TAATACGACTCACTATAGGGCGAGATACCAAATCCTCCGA |
| Dref_R(RNAi) | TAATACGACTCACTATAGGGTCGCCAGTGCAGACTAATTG |
| **RT-qPCR primer sequences** | |
| BEAF-32_F | AGGATCCACTGTGCTATAGTCC |
| BEAF-32_R | GCTGGTGAAGTCGAATGGGT |
| Chro_F | AGTTTAAAGCTATCGACAGG |
| Chro_R | CAGAGATGATTTGGTTCCG |
| Cp190_F | CACCGACTACTTCAATGTAC |
| Cp190_R | TTTTAAGCTCAAACTCCAGG |
| Dref_F | CCCAAGATGAAAAGCGTATA |
| Dref_R | CCTTGTGACACTTAATGCAGA |
| RpL32_F | AAGCGGCGACGCACTCTGTT |
| RpL32_R | GCCCAGCATACAGGCCCAAG |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S6:** *Datasets for architectural proteins used in this work*

| **Architectural proteins** | | | **dm3 or dm6** | **LiftOver to dm6** |
| --- | --- | --- | --- | --- |
| BEAF-32 | 921 | GSE20811 | dm3 | yes |
| CTCF | 3673 | GSE32783 | dm3 | yes |
| CP190 | 924 | GSE20814 | dm3 | yes |
| Criz/Chro | 275 | [GSE20761](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20761) | dm3 | yes |
| Trl | 2651 | [GSE23466](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23466) | dm3 | yes |
| JIL-1 | 3035 | GSE27754 | dm3 | yes |
| mod(mdg4) | 324 | GSE20802 | dm3 | yes |
| su(Hw) | 951 | GSE20833 | dm3 | yes |
| Zw5 | 3064 | GSE25373 | dm3 | yes |
| fs(1)h | Pherson et al (2019) | GSE118484 | dm3 | yes |
| NippedB | Pherson et al (2019) | GSE118484 | dm3 | yes |
| Rad21 | Pherson et al (2019) | GSE118484 | dm3 | yes |
| SA | Pherson et al (2019) | GSE118484 | dm3 | yes |
| SMC1 | Pherson et al (2019) | GSE118484 | dm3 | yes |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S7:** *Datasets for transcription and replication used in this work*

| **Transcription and replication** | | | **dm3 or dm6** | **LiftOver to dm6** |
| --- | --- | --- | --- | --- |
| Orc2 | 2754 | GSE20888 | dm3 | yes |
| Topo-II | 5058 | GSE45069 | dm3 | yes |
| Pof | 3052 | GSE27808 | dm3 | yes |
| Pol-II | 950 | [GSE20832](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20832) | dm3 | yes |
| 3'NT-seq | Pherson et al (2017) | GSE100545 | dm3 | yes |
| MED1 | Pherson et al (2019) | GSE118484 | dm3 | yes |
| MED30 | Pherson et al (2019) | GSE118484 | dm3 | yes |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S8:** *Datasets for DNA accessibility used in this work*

| **DNA accessibility** | | | **dm3 or dm6** | **LiftOver to dm6** |
| --- | --- | --- | --- | --- |
| DNase-I | Kharchenko et al (2011) | - | dm3 | yes |
| H1 | 3299 | GSE32767 | dm3 | yes |
| H2Av | 6073 | GSE45110 | dm3 | yes |
| H3 | 3302 | GSE32769 | dm3 | yes |
| H4 | 3303 | GSE32770 | dm3 | yes |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S9:** *Datasets for histone modifications used in this work*

| **Histone modificcations** | | | **dm3 or dm6** | **LiftOver to dm6** |
| --- | --- | --- | --- | --- |
| H2Bubi | 288 | GSE20771 | dm3 | yes |
| H3K18ac | 291 | GSE20774 | dm3 | yes |
| H3K23ac | 293 | GSE20776 | dm3 | yes |
| H3K27ac | 295 | GSE20778 | dm3 | yes |
| H3K27me1 | 3941 | GSE51965 | dm3 | yes |
| H3K27me2 | 2999 | GSE27789 | dm3 | yes |
| H3K27me3 | 297 | GSE20780 | dm3 | yes |
| H3K36me1 | 299 | GSE20782 | dm3 | yes |
| H3K36me3 | 301 | GSE20783 | dm3 | yes |
| H3K4me1 | 2653 | GSE23468 | dm3 | yes |
| H3K4me2 | 2654 | GSE23469 | dm3 | yes |
| H3K4me3 | 967 | GSE20839 | dm3 | yes |
| H3K79me1 | 3005 | GSE32736 | dm3 | yes |
| H3K79me2 | 306 | GSE20788 | dm3 | yes |
| H3K79me3 | 4934 | GSE45062 | dm3 | yes |
| H3K9me2 | 310 | GSE20791 | dm3 | yes |
| H3K9me3 | 312 | GSE20793 | dm3 | yes |
| H4K16ac | 316 | GSE20795 | dm3 | yes |
| H4K20me1 | 3286 | GSE32755 | dm3 | yes |
| H4K8ac | 5060 | GSE45070 | dm3 | yes |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S10:** *Datasets for nucleosome remodelling factors used in this work*

| **Nucleosome remodelling factors** | | | **dm3 or dm6** | **LiftOver to dm6** |
| --- | --- | --- | --- | --- |
| ash1 | 3279 | GSE32748 | dm3 | yes |
| Kdm2 | 5145 | GSE45092 | dm3 | yes |
| MRG15 | 3045 | GSE25365 | dm3 | yes |
| NURF301 | 5063 | GSE45072 | dm3 | yes |
| PR-Set7 | 5065 | GSE45074 | dm3 | yes |
| RPD3 | 4188 | GSE44523 | dm3 | yes |
| wds | 5148 | GSE45094 | dm3 | yes |
| Iswi | 3030 | GSE27750 | dm3 | yes |
| mof | 3041 | GSE27803 | dm3 | yes |

# Supplementary material for: The role of insulators and transcription in 3D chromatin organization of flies
**Source:** Genome Res. 2022 Apr;32(4):682–98. doi: 10.1101/gr.275809.121
**Supplement:** Supplemental Material

**Table S11:** *Datasets for polycomb and heterochromatin used in this work*

| **Polycomb and heterochromatin** | | | **dm3 or dm6** | **LiftOver to dm6** |
| --- | --- | --- | --- | --- |
| Pc | 325 | GSE20803 | dm3 | yes |
| dRING | 927 | GSE20817 | dm3 | yes |
| Sfmbt | 2986 | GSE27728 | dm3 | yes |
| E(z) | 2650 | GSE23465 | dm3 | yes |
| Pcl | 948 | GSE20830 | dm3 | yes |
| Psc | 3055 | GSE25370 | dm3 | yes |
| HP1a | 4126 | GSE44515 | dm3 | yes |
| HP1b | 3016 | GSE44462 | dm3 | yes |
| HP1c | 942 | GSE20824 | dm3 | yes |
| HP2 | 3026 | GSE27747 | dm3 | yes |
| HP4 | 4185 | GSE44521 | dm3 | yes |
| Su(var)3-7 | 2671 | GSE23486 | dm3 | yes |
| Su(var)3-9 | 952 | GSE20834 | dm3 | yes |

How the deposited data were processed for this re-analysis (not part of the article)

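Gene expression was analysed here in 12 RNA-seq libraries of BG3 cells, 3 replicates each of WT, BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi. Chromatin organization was analysed in 1 list of TADs, 1 list of strong TADs and 1 list of loops for each knockdown, which the authors called on 2 merged Hi-C replicates. TADs, loops and compartments of WT cells, contact matrices, ChIP data and RT-qPCR were not used here, and claims that compare knockdowns with WT organization were left out.

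The authors selected RNA by poly(A), trimmed reads with Trimmomatic 0.39, aligned them to dm6 with TopHat2 2.1.2 and Bowtie2 2.3.4.1, removed duplicates with Picard and made the deposited counts per gene with HTSeq. HTSeq was run with its default strand setting, under which reads on the other strand are not counted, and the strand of the library kit is not given in the sources used here. For Hi-C the authors aligned read ends with BWA, built matrices on DpnII fragments and gave each TAD a separation score with hicFindTADs of HiCExplorer, as deposited, at a p of 0.01 and a minimum border distance of 5 kb. The observed contacts of each loop, a signal value made by HiCCUPS from Juicer in bins of 2 kb, and its 4 FDR values against local backgrounds were used as deposited by the authors. Scores, contacts and FDR values are the authors' own and were used only to describe or filter loops and borders within a list.

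Each count file holds 16727 genes. Of their symbols, 12512 are those of the dm6 annotation, 4073 were matched through a synonym and 142 were not matched, and 98.7% of the genes have a position. Lines of HTSeq that are no genes were left out of library sizes. They hold reads at no feature (39.4 to 44.1% of all counted reads per library), at more than 1 feature (0.486 to 0.598%) and without a unique alignment (16.0 to 29.5%, highest in BEAF-32 RNAi replicate 3). Totals over genes per library were 10489456, 11020481 and 12202598 in WT, 9177070, 10001747 and 7178403 in BEAF-32 RNAi, 11528385, 9962250 and 12082059 in Cp190 RNAi Chro RNAi, and 9834988, 8120767 and 9058178 in BEAF-32 RNAi Dref RNAi, and the 10 genes with most counts held 3.85 to 5.06% of a library. Lower bounds of a fold were set against a floor of 3 counts over the WT libraries and cover counting error only.

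Counts were fitted with edgeR 4.0.16 (R 4.3.3) on all 12 libraries with TMM scaling, over the 10545 genes with at least 10 counts in total, and tested with its quasi-likelihood F test. The 3 knockdowns were compared with WT and 2 pairs of knockdowns with each other. A DEG has a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2, and for contrasts of knockdowns and for gene lists an adjusted p under 0.05 alone was used. CPM values are scaled by TMM. Standard errors are approximate and were derived from the F test, as the absolute log2 fold change over the square root of F. Comparisons with WT share the same 3 libraries, so overlaps were set beside 50 simulations of unchanged groups. Replicates are not stated to be separate cultures, so p-values measure the spread between these libraries.

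Gene lists (28, with 601 of 604 members found) were written from general knowledge of gene function and tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01 and at an estimated one. Lists covered glutathione metabolism, cytochrome P450, ABC and MFS transporters, metallothioneins, heat shock, antimicrobial and immune genes, JNK and stress targets, apoptosis, ecdysteroid genes, ribosomal proteins, DNA replication, cohesin and other architectural proteins, Polycomb and Trithorax, heterochromatin, dosage compensation, Mediator, RNAi machinery, Hox and segmentation genes, markers of neuroblasts, neurons, glia, hemocytes, fat body, muscle, germline and cuticle, the 4 RNAi targets and the genes named in the paper. Named genes follow a rule. For each comparison with WT it takes the 8 largest rises and 8 largest falls among genes with an adjusted p under 0.05, at least 10 counts in every replicate of the group with the higher mean and every knockdown replicate beyond every WT replicate, as 10% of unchanged genes do by chance with either direction counted. It adds every gene the paper names and up to 4 genes of smallest p per direction in each list. Genes of the paper's Table S4 were named as the examples of smallest p.

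TADs and loops were compared with DEGs of the same knockdown in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Shares of genes over a border and of genes with a promoter at an anchor (1000.0 bp upstream of the start site) were tested with Fisher's exact test, TADs with several DEGs against 10000 random draws, and distances to the nearest border with 100000 resamples. Borders within 2 kb counted as shared and were set beside 1000.0 shifts along each chromosome.

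Tests, gene lists, the rule for named genes and most alternatives were set before the data were examined, and those added later are named in the closing section. Alternatives were DESeq2 1.42.0 on all groups or on the groups compared, edgeR on the groups compared, scaling by DESeq2's size factors, other filters on low counts, unadjusted p-values, other thresholds on the fold change, a block on the replicate number, leaving out each library in turn, strong borders, borders at the same position or within 5 kb, wider or identical anchors, loops with all FDR values under 0.01, genes matched on expression in 20 bins (10000 resamples), distances from the gene body, and camera with an estimated correlation.

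The fit was tested on simulated data with 200 changed genes per knockdown among 9626, 50 at each size of change. Of the 50 at a log2 change of 1 it recovered 78, 76 and 72% in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi, and at a log2 change of 2 88, 100 and 94%. Changed genes had a WT mean of at least 1 CPM, so power for genes with lower WT counts was not measured. No library that stands apart, as BEAF-32 RNAi replicate 3 does, was simulated. On made-up TADs, random gene labels passed the tests of border crossing, crossing matched on expression, TADs with several DEGs and distance in 4, 3, 8 and 4 of 100 sets and planted ones in 100, 100, 100 and 98. Planted grouping in TADs was strong, so power for weak grouping was not measured.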

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

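Tests of a wrong label and of other cells in BEAF-32 RNAi replicate 3, of chance values of the shared WT libraries, of other splits, of the contrast between BEAF-32 RNAi Dref RNAi and Cp190 RNAi Chro RNAi, of the spread that replicate 3 adds there and of alike expression, and the gene lists without that replicate, were chosen only after the results were seen.

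Knockdowns of different proteins differ in expression from one another by counts that vary with the fit, a comparison that the paper does not report. Between BEAF-32 RNAi Dref RNAi and BEAF-32 RNAi, 605 genes pass an adjusted p under 0.05 in edgeR's quasi-likelihood test on all 12 libraries, 320 higher and 285 lower in BEAF-32 RNAi Dref RNAi, and 55 of them by an absolute log2 fold change of at least 2. Between Cp190 RNAi Chro RNAi and BEAF-32 RNAi, 728 pass, 385 higher and 343 lower in Cp190 RNAi Chro RNAi, and 55 by a log2 fold change of at least 2. At an unadjusted p under 0.05 these are 2312 and 2352. Among the genes that differ are those of ribosomal proteins, of which 42 of 85 are lower in Cp190 RNAi Chro RNAi than in BEAF-32 RNAi and 18 lower in BEAF-32 RNAi Dref RNAi than in BEAF-32 RNAi. Their median in BEAF-32 RNAi replicate 3 lay 0.22 above its other replicates on the log2 scale. On the groups compared alone edgeR calls 8 and 2 genes of any kind lower, so the 42 and 18 do not hold there. The counts over all genes, 605 and 728, depend on the fit. On the groups compared alone edgeR calls 4 and 30 and DESeq2 392 and 402, and DESeq2 on all groups calls 1163 and 1217. Both also depend on BEAF-32 RNAi replicate 3 and become 4461 and 3944 without it. For BEAF-32 RNAi Dref RNAi they are 329 and 359 without BEAF-32 RNAi replicate 1 or 2, and 267, 238 and 236 without BEAF-32 RNAi Dref RNAi replicate 1, 2 or 3. For Cp190 RNAi Chro RNAi they are 285, 361 and 265 without Cp190 RNAi Chro RNAi replicate 1, 2 or 3.

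DNA replication genes, whose transcripts the paper does not report, were more often lower than higher in the knockdowns. The paper found by FACS that no knockdown changed cell cycle progression, which was not measured here. Of 40 tested, 24, 10 and 23 were lower and 1 higher in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi at an adjusted p under 0.05 from edgeR (27, 9 and 29 lower when adjusted over the list alone). Psf3, a subunit of the GINS complex, went from 31.5 ± 2.6 CPM (SD, n = 3) to 19.9 ± 0.817, 19.1 ± 0.736 and 19.0 ± 1.69 (log2 fold change -0.67, -0.72 and -0.72; standard error 0.10 in each; lower in 3 of 3 libraries of each knockdown). Gnf1, a subunit of the clamp loader, fell in Cp190 RNAi Chro RNAi (-0.70) and BEAF-32 RNAi Dref RNAi (-0.97), the origin protein gene Orc1 in the same knockdowns (-0.38 and -0.63), and Sld5 in BEAF-32 RNAi (-0.76) and BEAF-32 RNAi Dref RNAi (-0.64), while Psf1 rose (0.27, 0.39 and 0.48). The list passed camera's test with a preset correlation (adjusted p = 3.44e-07, 0.00297 and 0.000155) but not with an estimated one (p = 0.111, 0.31 and 0.196 in camera, before adjustment over 28 lists). Its median in BEAF-32 RNAi replicate 3 lay 0.97 below the other replicates on the log2 scale, and edgeR on BEAF-32 RNAi and WT alone called 3 lower. Without replicate 3 of BEAF-32 RNAi, 31, 32 and 35 were lower (camera with an estimated correlation, adjusted p = 0.0295, 0.0714 and 0.0532).

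Genes of cohesin and other architectural proteins, whose transcripts the paper does not report, were lower too where they passed the threshold. Of 27 tested, 16, 13 and 17 were lower in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi (17, 15 and 17 adjusted over the list alone). SMC1, a subunit of cohesin, went from 253 ± 2.21 to 162 ± 2.46 CPM in BEAF-32 RNAi (SD, n = 3; log2 fold change -0.64, standard error 0.06, adjusted p = 3.38e-05 from edgeR), and fell in Cp190 RNAi Chro RNAi (-0.42) and BEAF-32 RNAi Dref RNAi (-0.45). The insulator protein gene CTCF (-0.48, -0.61 and -0.59), Trl (-0.56, -0.78 and -0.70), mod(mdg4) (-1.03, -0.73 and -0.96) and Top2 (-1.14, -0.92 and -1.19) fell in all 3, and Ibf1 in Cp190 RNAi Chro RNAi (-1.12) and BEAF-32 RNAi Dref RNAi (-1.43). The list passed camera's test with a preset correlation (adjusted p = 4.56e-05, 0.000907 and 0.00098) and missed the threshold with an estimated one after adjustment (camera, adjusted p = 0.0574, 0.17 and 0.171). Its median in BEAF-32 RNAi replicate 3 lay 0.33 below the other replicates, and edgeR on BEAF-32 RNAi and WT alone called 9 lower. Without that replicate 19, 18 and 17 were lower.

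BEAF-32 RNAi replicate 3 stands apart, with r = 0.951 to each of replicates 1 and 2 over log2 CPM and 0.991 between those, 2596 genes more than 1 apart on the log2 scale (1612 higher) and the highest BEAF-32 and lowest Chro of its group. Lower depth is argued against, since replicates 1 and 2 thinned to its total correlate at 0.989, and so is a minor share of other cells, since 11 genes at 20 CPM or more in both other replicates are 8-fold or more lower in it, such as Ppn (1566, 1594 and 51.8 CPM in replicates 1, 2 and 3; picked after its values were seen). A library of another group of this series under a wrong label is argued against, since its highest r with a library of another group is 0.9703, where libraries of 1 group correlate at 0.9898 to 0.9938 when it is left out, and since 26 genes lie 4-fold or more outside the range of the other 11 libraries, against 0 for each of the others. A sample from outside this series, a knockdown of other strength or time and a batch of its own stay open, and no biological explanation was tested.

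All 3 knockdowns share a large change against WT, with a lowest covariance of 1.39 between their log2 fold changes. As simulated unchanged groups reached at most 0.139, this argues against chance values of the single WT libraries as its whole cause. The simulations draw each library independently, so they do not cover a deviation common to all 3 WT libraries. Such a deviation stays open, since the replicates are not stated to be separate cultures. A regional difference in copy number between cultures is argued against by the 2904 genes that are no DEG and start within 50 kb of one of 380.0 genes higher in all 3, whose mean log2 fold change has a median of 0.01 (quartiles -0.27 and 0.45). With DEGs included the median of all 3199 such neighbours is 0.05, against 3.48 for the genes themselves. Transfection with dsRNA cannot be told apart from the loss of these proteins, since 0 libraries of cells treated with an unrelated dsRNA were used here. Loss of proteins that act together, which the design names, stays open as untested.

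Between BEAF-32 RNAi Dref RNAi and Cp190 RNAi Chro RNAi, 0 genes pass in edgeR on all 12 libraries, with 405 at an unadjusted p under 0.05, 6 in DESeq2 on all groups and 902 in DESeq2 on these 2 groups. Alike expression is argued against by the 1018 genes that pass in edgeR on their 6 libraries alone. Without BEAF-32 RNAi replicate 3, 1331 genes pass in edgeR (613 higher and 718 lower in BEAF-32 RNAi Dref RNAi), and 0 without any other single library, so a spread widened by that replicate is a candidate explanation of the count on all libraries. Which other differences the shared spread hides stays open.

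For the 3 comparisons with WT and the 3 contrasts of knockdowns, the 10 splits of 3 against 3 libraries are too few for a share under 0.05. The real values are 861, 690, 851, 605, 728 and 0 genes, and the highest of the other splits is 0 in each.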

How the results depend on the processing

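Fits of Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi, of the gene lists and of their TAD and loop tests without BEAF-32 RNAi replicate 3, the contrast of BEAF-32 RNAi Dref RNAi with Cp190 RNAi Chro RNAi, and the test of Table S4 genes at an adjusted p alone, were chosen only after the results were seen. Over 149 results, 570.0 of 719 values under alternatives kept their direction and their side of the threshold or stayed within 1.5 times. For named genes 7035 of 7505 did, 426 calls were lost, 44 gained and 0 reversed, so that 114 of 171, 130.0 of 167 and 160.0 of 179 named genes past the threshold in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi were kept under every alternative. Fitting BEAF-32 RNAi and WT alone in edgeR lost 56 of them. Scaling by DESeq2's size factors, filterByExpr, no filter and distances from the gene body changed none of the results they were run on apart from named genes and the median of the Table S4 genes in BEAF-32 RNAi (-0.02, and 0.01 by size factors). The cause of a change below was not tested unless it is named.

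With an absolute log2 fold change of at least 1, DEGs were 1498, 1306 and 1648 in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi, and 729 higher and 144 lower ones were shared by all 3, as a lower threshold takes more genes. On the groups compared alone, edgeR called 419 DEGs in BEAF-32 RNAi and 4, 30 and 1018 genes in BEAF-32 RNAi Dref RNAi against BEAF-32 RNAi, Cp190 RNAi Chro RNAi against BEAF-32 RNAi and BEAF-32 RNAi Dref RNAi against Cp190 RNAi Chro RNAi. DESeq2 on all groups called 1163, 1217 and 6, and on the groups compared 902 in BEAF-32 RNAi Dref RNAi against Cp190 RNAi Chro RNAi. Leaving out 1 library gave 615 to 976, 536 to 858 and 716 to 1020.0 DEGs, 284 to 426 higher and 44 to 51 lower shared ones, and 236 to 4461, 265 to 3944 and 0 to 1331 genes in those contrasts. DEGs of glutathione metabolism in BEAF-32 RNAi ranged from 9 to 15, and log2 fold changes of Chro in Cp190 RNAi Chro RNAi from -0.79 to -0.72. Of 84 tests of gene lists, 38 passed camera with a preset correlation, 0 with an estimated one and 40 without BEAF-32 RNAi replicate 3, where 5 calls were lost and 7 gained. Besides those given with the lists, these are muscle genes lost in BEAF-32 RNAi Dref RNAi (camera, adjusted p = 0.0612) and gains of transporters in Cp190 RNAi Chro RNAi (5.77e-05) and BEAF-32 RNAi Dref RNAi (6.23e-05), glia genes in BEAF-32 RNAi (0.035) and RNAi targets in Cp190 RNAi Chro RNAi (0.0054). The share of DEGs among Table S4 genes, in percentage points against other genes, was 1.89, 7.2 and 4.67 at an adjusted p alone (p = 0.61, 0.0715 and 0.251, Fisher's exact test).

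Replicate numbers are shared by the labels but not stated to pair libraries. Deviations of same-numbered libraries correlated at over 0.1 in 0 of 18 pairs (mean 0.00309), and 4 of 12 libraries correlated best with their own number. A replicate block moved the contrast of Cp190 RNAi Chro RNAi with BEAF-32 RNAi to 463 genes and 40 gene list tests passed. Of named genes it lost 3, 7 and 5 calls and gained 1 in BEAF-32 RNAi, and it changed no other call.

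For the share of genes over a border, in percentage points against other genes, a log2 fold change of at least 1 gave -1.46, -0.417 and -0.0662 (p = 0.109, 0.696 and 0.956, Fisher's exact test) and an adjusted p alone 3.95, 4.04 and 2.68 (p = 4.96e-09, 2.83e-10 and 3.36e-08, Fisher's exact test). Matched on expression it was 1.5, -0.16 and 0.282 (permutation p = 0.0606, 0.864 and 0.717). Strong borders gave -0.666 in BEAF-32 RNAi Dref RNAi (p = 0.148, Fisher's exact test), and leaving out 1 library -2.31 to -1.21 (p = 0.0826 without WT replicate 2 and 0.231 without WT replicate 3, Fisher's exact test).

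The number of TADs with at least 2 DEGs over its mean in random draws was 0.994 in BEAF-32 RNAi with a log2 fold change of at least 1, 1.01 with an adjusted p alone and 0.996 on strong TADs. Leaving out 1 library gave 1.06 to 1.17 in BEAF-32 RNAi (permutation p = 0.0815 without BEAF-32 RNAi replicate 1) and 1.02 to 1.19 in Cp190 RNAi Chro RNAi (permutation p = 0.0087 without WT replicate 3 and 0.0381 without Cp190 RNAi Chro RNAi replicate 2). The difference in median distance to a border was -13 bp in BEAF-32 RNAi with an adjusted p alone, 8580.0 bp in Cp190 RNAi Chro RNAi on strong borders (permutation p = 0.0072) and 516 to 1660.0 bp there without 1 library (permutation p = 0.00869 without BEAF-32 RNAi replicate 3). In BEAF-32 RNAi Dref RNAi it was 1880.0 bp with a log2 fold change of at least 1 (permutation p = 0.124) and 398 bp with an adjusted p alone (permutation p = 0.625).

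Strong TADs numbered 1129, 862 and 434, with medians of 66.1, 86.9 and 155 kb, and loops with all FDR values under 0.01 numbered 524 in BEAF-32 RNAi Dref RNAi. Shares of borders found in another list are given for BEAF-32 RNAi in Cp190 RNAi Chro RNAi, BEAF-32 RNAi in BEAF-32 RNAi Dref RNAi, Cp190 RNAi Chro RNAi in BEAF-32 RNAi, Cp190 RNAi Chro RNAi in BEAF-32 RNAi Dref RNAi, BEAF-32 RNAi Dref RNAi in BEAF-32 RNAi and BEAF-32 RNAi Dref RNAi in Cp190 RNAi Chro RNAi. At the same position they were 33.8, 15.9, 39.9, 21.4, 28.7 and 32.6%, within 5 kb 66.6, 40.6, 78.8, 48.2, 73.2 and 73.7%, and on strong borders 51.2, 17.9, 67.0, 26.9, 46.0 and 53.1%. Shares of loops with anchors widened by 2 kb were 30.9, 17.4, 16.9, 14.9, 26.0 and 40.7%, and with an FDR under 0.01 17.9 and 32.4% of BEAF-32 RNAi Dref RNAi loops in BEAF-32 RNAi and Cp190 RNAi Chro RNAi. With 1 list per knockdown and unequal read pairs, depth limits what a difference in number shows.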

Differences from the paper's values

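The values of dp in this part were chosen only after the results were seen, and the other tests before.

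For DEGs whose bodies contain a TAD border, the paper shows about 0 in BEAF-32 RNAi, about 0 in Cp190 RNAi Chro RNAi and about 0 in BEAF-32 RNAi Dref RNAi (Fig. 3E, read by eye), over borders found again after down-sampling. Here 71, 44 and 39 were counted over all borders of each list, a wider group. None of the alternatives set before the data were examined reaches the paper's value. Strong borders leave 16, 8 and 8, a log2 fold change of at least 1 gives 157, 129 and 102, an adjusted p alone 517, 457 and 344, DESeq2 on all groups 66, 45 and 37, the replicate block 56, 45 and 37, and matching on expression changes only the comparison genes. Leaving out 1 library gives 49 to 83, 36 to 43 and 30 to 37.

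The paper's numbers of DEGs (598, 688 and 814) lie within 1.5 times of the 861, 690 and 851 found here at thresholds of 0.05 and 2, with an adjusted p here and a p that the paper does not call adjusted or unadjusted. filterByExpr gives 599, 538 and 652, no filter 794, 664 and 817, DESeq2's size factors 876, 689 and 862, DESeq2 on all groups 853, 690 and 827, and DESeq2 on the groups compared 652, 747 and 883, so no setting of these is nearest to the paper in all 3. Farther away are the counts with a log2 fold change of at least 1 (1498, 1306 and 1648), which is not the paper's threshold for DEGs at TADs, and in BEAF-32 RNAi those at an unadjusted p in edgeR (1123) and without replicate 1 or 2 (969 and 976).

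The paper places DEGs at no particular distance from TAD borders, and here they lay farther from borders of the same knockdown than other genes in BEAF-32 RNAi (medians 11000.0 and 8022 bp) and BEAF-32 RNAi Dref RNAi (35449 and 29786 bp). In Cp190 RNAi Chro RNAi the difference did not pass (permutation p = 0.0588). With an adjusted p alone it was -13 bp in BEAF-32 RNAi and 398 bp in BEAF-32 RNAi Dref RNAi (permutation p = 0.958 and 0.625), and with a log2 fold change of at least 1 1880.0 bp in BEAF-32 RNAi Dref RNAi (permutation p = 0.124), so it rests on the threshold. The call in BEAF-32 RNAi held with a log2 fold change of at least 1, and both calls held with genes matched on expression.

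At the lower threshold of log2 fold change 1, the paper puts the share of DEGs among genes at lost or maintained loops in 2 of the knockdowns below the 14.7 and 11.9% found here over all loops of BEAF-32 RNAi and Cp190 RNAi Chro RNAi, a wider group. At the threshold of 2 the shares here (8.53 and 6.25%) lie below the paper's limit.

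The paper gives Dp as higher in the knockdowns and places it in the same region as ine and FIG4. The gene Dp lies on 2R and was lower here (-0.74, -0.62 and -0.84), while dp, next to ine on 2L, was higher (1.08, 1.08 and 0.97), so by its placement the paper's Dp is dp, whose direction is the paper's. ine was lower and FIG4 did not pass, as in the paper.

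The paper describes each knockdown as specific at the RNA and protein level. It calls those of BEAF-32 RNAi and Cp190 RNAi Chro RNAi strong and that of BEAF-32 RNAi Dref RNAi efficient. Its RT-qPCR and Western blots were not used here, and RNA-seq counts are another measure that gives no protein level. In the RNA-seq libraries BEAF-32 was at 59.0% of WT in BEAF-32 RNAi and 60.9% in BEAF-32 RNAi Dref RNAi, and Cp190, Chro and Dref were lower in BEAF-32 RNAi too (-0.54, -0.86 and -0.72). The value in BEAF-32 RNAi depends on replicate 3, with 40.96, 44.56 and 74.79 CPM in its replicates against 90.5 in WT. Without replicate 3 the log2 fold changes there are -1.08 for BEAF-32, -0.39 for Cp190, -0.57 for Chro and -0.51 for Dref. On BEAF-32 RNAi and WT alone, DESeq2 calls all 4 targets lower and edgeR 0.

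The legend of the paper's Table S4 gives more borders and genes than its methods, whose 186 genes are those that the table lists and that were used here.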

Other observations

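Fits without BEAF-32 RNAi replicate 3 in this part were chosen only after the results were seen. Changes in genes of chromatin regulation went mostly down. Of 22 Polycomb and Trithorax genes 12, 9 and 14 were lower and 1, 1 and 0 higher in BEAF-32 RNAi, Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi at an adjusted p under 0.05 from edgeR (13, 13 and 15 lower when adjusted over the list alone), among them ph-d (-0.52, -0.42 and -0.53) and ph-p in BEAF-32 RNAi (-0.86). Of 15 heterochromatin genes 6, 5 and 9 were lower and 1, 0 and 0 higher (9, 5 and 9 lower over the list alone), such as Su(var)3-7, a partner of HP1 (-0.88, -0.93 and -1.12). Of 8 dosage compensation genes 5, 6 and 6 were lower (5, 7 and 6 over the list alone), such as mle (-0.40, -0.65 and -0.74) and msl-2 (-0.53, -0.40 and -0.46). Of 28 Mediator genes 10, 8 and 8 were lower and 0, 0 and 1 higher, with the same numbers over the list alone, such as MED26 (-0.60, -0.76 and -0.67, standard error 0.07 in each) and MED23 (-0.74, -0.51 and -0.59). These lists passed camera with a preset correlation, Mediator in BEAF-32 RNAi alone, and none did with an estimated correlation after adjustment. With an estimated correlation and before adjustment, camera gave p = 0.0124, 0.0388 and 0.0226 for Polycomb, p = 0.238, 0.228 and 0.187 for heterochromatin and p = 0.106, 0.0822 and 0.071 for dosage compensation genes, and p = 0.00806 for Mediator genes in BEAF-32 RNAi. In BEAF-32 RNAi replicate 3 the medians of these lists lay 0.17, 0.59, 0.48 and 0.15 below the other replicates. Without it 16, 16 and 16 Polycomb and 8, 12 and 11 heterochromatin genes were lower, and camera's call with a preset correlation was lost in BEAF-32 RNAi for heterochromatin (adjusted p = 0.0151 with it and 0.0768 without) and dosage compensation genes (0.00722 and 0.0556). On BEAF-32 RNAi and WT alone edgeR called 4 Polycomb and 3 heterochromatin genes lower.

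Ribosomal protein genes moved apart. Of 85, 16 were higher in BEAF-32 RNAi, 27 lower and 1 higher in Cp190 RNAi Chro RNAi, and 15 lower and 2 higher in BEAF-32 RNAi Dref RNAi. Over the list alone edgeR called 0 in BEAF-32 RNAi, where 25 were higher at an unadjusted p under 0.05 and 21 by DESeq2 on all groups, and 27 and 9 lower ones in Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi. RpL14 rose in BEAF-32 RNAi (0.35), and RpL22 (-0.66 and -0.66) and RpL3 (-0.50 and -0.42) fell in Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi. The list passed camera with a preset correlation in BEAF-32 RNAi (adjusted p = 0.0162) and Cp190 RNAi Chro RNAi (adjusted p = 0.000409), and not with an estimated one (camera, p = 0.583 and 0.38 before adjustment). Without BEAF-32 RNAi replicate 3, whose median lay 0.22 above the other replicates, 28 were higher in BEAF-32 RNAi, where camera's call with a preset correlation was lost (adjusted p = 0.0903), and 65 and 35 lower in Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi.

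Genes that mark development and cell types changed in both directions. Of 15 Hox and segmentation genes 7, 4 and 6 were higher and 1, 0 and 0 lower (10, 4 and 6 higher over the list alone), such as inv (2.05, 1.84 and 1.82) and slp1 (1.81, 1.71 and 1.77), and of 15 germline genes 7 were higher and 2 lower in each (8, 8 and 7 higher over the list alone), such as aub (1.37, 1.83 and 1.80, standard error 0.15 in each, from 34.6 ± 0.74 CPM). Both passed camera with a preset correlation in BEAF-32 RNAi alone (adjusted p = 0.0162 and 0.0205), but not with an estimated one (camera, adjusted p = 0.0816 and 0.0821). Without BEAF-32 RNAi replicate 3 the germline call was lost (camera, adjusted p = 0.051). Of 23 neuron genes 7, 7 and 9 were higher and 2 lower in each (9, 7 and 9 higher over the list alone), with futsch up (1.58, 1.39 and 1.24) and the dopamine transporter gene DAT down (-2.61, -0.93 and -1.33). Of 16 glia genes 2, 3 and 4 were higher and 5, 3 and 4 lower (2, 3 and 5 and 5, 4 and 4 over the list alone), with Gli up (3.15, 3.20 and 3.42, and 15.1, 17.1 and 91.6 CPM in the BEAF-32 RNAi replicates) and nrv2 down (-1.46, -1.51 and -1.69). Of 14 neuroblast genes 5, 4 and 3 were higher and 3 lower in each (6, 4 and 3 higher over the list alone), with mira down from 37.4 ± 1.47 to 2.93, 2.94 and 1.91 CPM and pros up (2.39, 1.87 and 2.07). Of 21 hemocyte genes 5, 4 and 1 were higher and 7, 1 and 6 lower (8, 1 and 6 lower over the list alone), with LanB1 down (-1.61, -1.10 and -1.41) and PPO3 up (1.44, 1.62 and 1.63). Their median in BEAF-32 RNAi replicate 3 lay 0.94 below the other replicates, and without it 8, 6 and 9 were lower and 9, 7 and 4 higher. Of 10 fat body genes 0, 2 and 2 were higher and 3, 0 and 1 lower, and of 25 cuticle genes 3, 4 and 6 were higher and 1, 2 and 1 lower (3, 3 and 6 higher over the list alone).

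Stress genes changed in both directions. Of 20 apoptosis and DNA damage genes 9, 8 and 10 were higher and 4, 4 and 5 lower (9, 10 and 10 higher over the list alone), such as rpr (2.90, 2.24 and 3.04). Of 19 JNK targets and related genes 5, 7 and 9 were higher and 4, 3 and 4 lower (6, 7 and 9 higher over the list alone), such as Mmp1 (2.91, 2.43 and 3.00), kay (0.69, 0.71 and 0.80) and Thor (1.87, 2.44 and 3.16, and 1.22 in BEAF-32 RNAi without replicate 3). Of 20 heat shock genes 7, 2 and 7 were higher and 1, 2 and 3 lower (7, 1 and 7 higher over the list alone), and without BEAF-32 RNAi replicate 3, whose median lay 0.58 below the other replicates, 11, 9 and 9. Hsp70Bb rose in BEAF-32 RNAi (4.22), with 31.3, 33.5 and 3.41 CPM in its replicates. Camera with a preset correlation gave adjusted p = 0.139, 0.258 and 0.305 for apoptosis, 0.367, 0.126 and 0.0644 for JNK and 0.102, 0.532 and 0.6 for heat shock genes, so no list of these passed on all 12 libraries. Without BEAF-32 RNAi replicate 3 the JNK list passed in Cp190 RNAi Chro RNAi (camera, adjusted p = 0.00187) and BEAF-32 RNAi Dref RNAi (0.00019) and the heat shock list in BEAF-32 RNAi (0.000653), and with the replicate block the JNK list passed in BEAF-32 RNAi Dref RNAi (0.047). Of 30 ecdysteroid genes 4, 5 and 6 were higher and 9 lower in each (4, 6 and 6 higher over the list alone), and of 16 genes of the RNAi machinery 5, 5 and 8 were lower and 3, 2 and 2 higher (5, 6 and 8 lower over the list alone). Of 5 metallothionein genes edgeR called 0 in each knockdown, with 1, 0 and 2 at an unadjusted p under 0.05, 1, 0 and 2 in DESeq2 on all groups, and 2 higher and 1 lower in Cp190 RNAi Chro RNAi and BEAF-32 RNAi Dref RNAi in edgeR on the groups compared, where BEAF-32 RNAi had 0. Of the 31 tested genes that the paper names 17, 17 and 20 were lower and 2, 1 and 1 higher (17, 18 and 21 lower over the list alone), and of the 4 RNAi targets 4, 3 and 4 were lower. With an estimated correlation and before adjustment, camera gave p = 0.0233, 0.0504 and 0.033 for the former and p = 0.0204, 0.0687 and 0.0333 for the latter, and neither passed after adjustment.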
